# Integrating evolutionarily novel horns within the deeply conserved insect head

**DOI:** 10.1186/s12915-020-00773-9

**Published:** 2020-04-20

**Authors:** David M. Linz, Armin P. Moczek

**Keywords:** Evolutionary novelty, Evolutionary innovation, *Onthophagus*, Horned beetle, Developmental scaffolding, Latency, *orthodenticle*, *retinal homeobox*, *cap’n’collar*, *Sp8*

## Abstract

**Background:**

How novel traits integrate within ancient trait complexes without compromising ancestral functions is a foundational challenge in evo-devo. The insect head represents an ancient body region patterned by a deeply conserved developmental genetic network, yet at the same time constitutes a hot spot for morphological innovation. However, the mechanisms that facilitate the repeated emergence, integration, and diversification of morphological novelties within this body region are virtually unknown. Using horned *Onthophagus* beetles, we investigated the mechanisms that instruct the development of the dorsal adult head and the formation and integration of head horns, one of the most elaborate classes of secondary sexual weapons in the animal kingdom.

**Results:**

Using region-specific RNAseq and gene knockdowns, we (i) show that the head is compartmentalized along multiple axes, (ii) identify striking parallels between morphological and transcriptional complexity across regions, yet (iii) fail to identify a horn-forming gene module. Instead, (iv) our results support that sex-biased regulation of a shared transcriptional repertoire underpins the formation of horned and hornless heads. Furthermore, (v) we show that embryonic head patterning genes frequently maintain expression within the dorsal head well into late post-embryonic development, thereby possibly facilitating the repurposing of such genes within novel developmental contexts. Lastly, (vi) we identify novel functions for several genes including three embryonic head patterning genes in the integration of both posterior and anterior head horns.

**Conclusions:**

Our results illuminate how the adult insect head is patterned and suggest mechanisms capable of integrating novel traits within ancient trait complexes in a sex- and species-specific manner. More generally, our work underscores how significant morphological innovation in developmental evolution need not require the recruitment of new genes, pathways, or gene networks but instead may be scaffolded by pre-existing developmental machinery.

## Background

Multicellular organisms can be viewed as mosaics of discrete traits that originated at different time points along a species’ evolutionary history [1]. To persist, the developmental underpinnings of novel traits had to overcome multiple, interrelated challenges. For example, to enable functional fine tuning by selection independent of other traits, novel traits needed to evolve developmental regulatory mechanisms with limited pleiotropic effects [2]. Similarly, to diversify, novel traits had to acquire sufficient modularity such that specific trait components could be modified independent of other components [3]. Yet perhaps most significantly, novel traits had to find ways to integrate developmentally, physiologically, and morphologically, within and alongside pre-existing structures without compromising their ancestral functions [4]. However, how novel traits achieve such integration within pre-existing contexts during ontogeny, and how such mechanisms themselves evolve, remains poorly understood. An especially prominent example of this challenge is represented by the repeated integration of novel features seen within the insect head.

The insect head is an ancient conserved structure, the general morphological architecture of which has remained relatively unchanged for more than 400 million years of hexapod evolution [5, 6]. Impressively, the developmental genetic network that patterns aspects of head formation is even more ancient, as many genes and pathways play similar developmental roles during head formation in diverse bilaterian phyla [7, 8]. Yet, despite this deep conservation, the adult dorsal head of insects also constitutes a hotspot for evolutionary innovation and diversification, yielding structures such as the eyestalks of stalk-eyed flies, the weevil rostrum, and the cephalic horns of dung beetles [9]. While the molecular mechanisms instructing embryonic head formation are well studied across diverse taxa including insects [10], our understanding of how embryonic insect heads transform into their larval or adult counterparts remains superficial, though some studies have suggested that partial redeployment of embryonic patterning mechanisms may also help instruct post-embryonic morphological transitions in homologous regions [11]. However, the mechanisms that facilitate the repeated, successful emergence, integration, and diversification of morphological novelties within this particular body region are virtually unknown. In this work, we begin to address these and related questions through the study of *Onthophagus* beetles, a taxon in which the evolutionary origin of a particular head innovation—horns—has fueled one of the most dramatic radiations of secondary sexual traits in the animal kingdom.

Head horns originated once during early *Onthophagus* evolution, followed by a radiation into an astonishing array of diverse shapes and sizes [12]. Horns consist of single or multiple, often curved, pointy, and sometimes branched projections of the dorsal head epidermis. Across the *Onthophagus* phylogeny, head horns are positioned almost exclusively on the posterior head (see Fig. 1 for examples) with anterior horns occurring in very few and possibly only a single species (excluding clypeal projections located at the anterior head margin). While earlier work identified many parallels between the formation of horns and that of legs or antennae, cephalic horns are not merely modified appendages [13, 14]. Instead, they develop alongside legs, mouthparts, and antennae in locations in which insects traditionally do not form outgrowths. As such, cephalic horns fulfill even the strictest definition of morphological novelty—i.e., a structure that is neither homologous to a structure in an ancestral taxon nor homonomous (serially homologous) to another structure in the same organism [15]. Yet, regardless of the exact size, shape, number, or position on the head, all horns studied to date are used in the same context, namely as weapons in combat over breeding opportunities [16]. Here we investigate the developmental integration of horn formation in a particularly enigmatic species, the bull headed dung beetle *Onthophagus taurus*, and replicate a subset of approaches in the closely related (5MY since common ancestor) congener *O. sagittarius*.

**Fig. 1.**
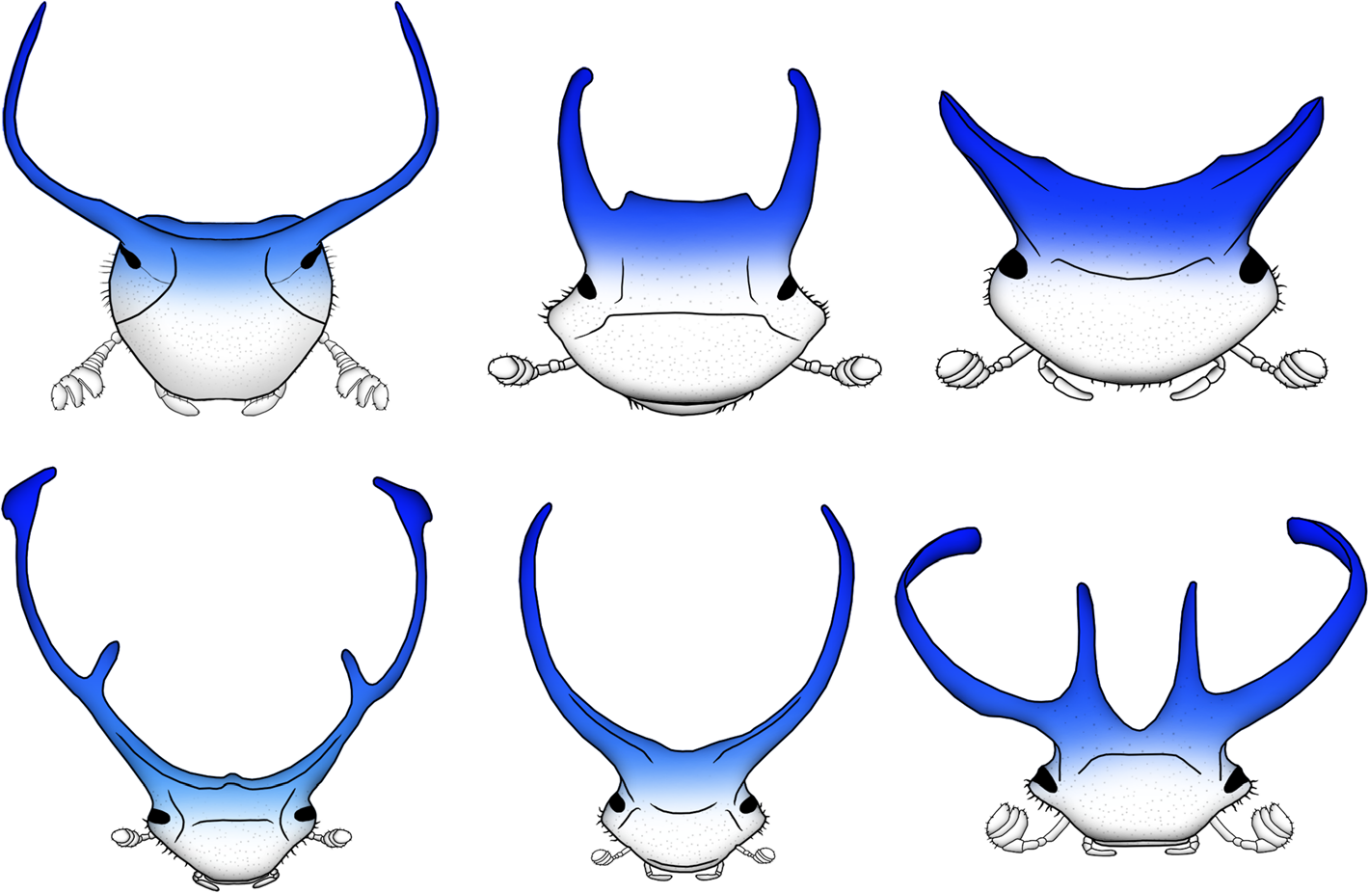
Head horns in *Onthophagus* species possess a variety of shapes, sizes, and number of projections, but are positioned predominantly in the posterior region of the head (blue highlight). Species shown are—top row: *Onthophagus taurus*, *Onthophagus australis*, and *Onthophagus schwaneri*, and bottom row: *Onthophagus rangifer*, *Onthophagus atripennis*, and *Onthophagus multicornis*

*Onthophagus taurus* possesses a number of attributes that make it a particularly promising study organism to investigate the interplay between integration and innovation*.* Specifically, male *O. taurus* bear a pair of large, curved horns located on the lateral posterior region of the dorsal head, whereas females do not form horns and instead develop a small continuous posterior ridge (Fig. 2a). Yet, besides this morphological disparity between the sexes, the anterior and posterior and medial and lateral head regions can be unambiguously homologized across the sexes using common landmarks such as ecdysal sutures and minor ridges. Further, even though both sexes differ significantly in their posterior head morphologies [17], those of the anterior head are remarkably similar. Combined, this provides us with an opportunity to compare the ontogeny of homologous head regions undergoing more traditional morphogenesis (females) to those also tasked with integrating the positioning and growth of novel features (posterior-lateral head of males). Furthermore, *O. taurus* also possesses a fully sequenced genome and a well-established gene knockdown effect via RNA interference (RNAi; [18]). A similarly solid gene function assay exists for the congener *O. sagittarius*. We included this species for a subset of comparative functional studies because it is one of the few, if not the only species, in which males develop anterior head horns that are not associated with the clypeal margin and instead are rooted well within the dorsal head plane [12] (Fig. 2b).

**Fig. 2.**
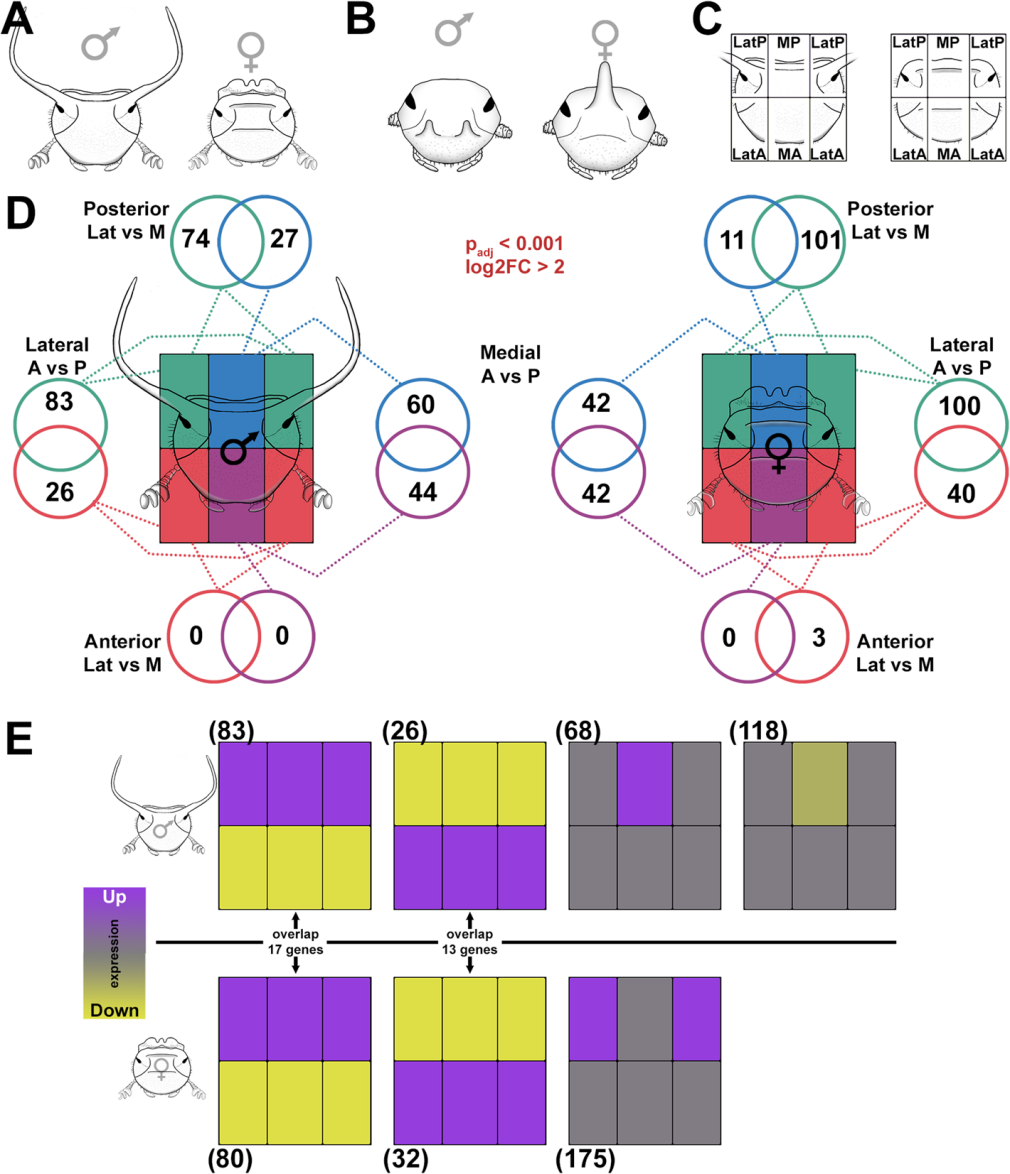
Region-specific RNAseq during dorsal head development. **a***O. taurus* male and female head morphology. **b***O. sagittarius* male and female head morphology. **c** We sequenced dorsal head epidermis of male and female *O. taurus* pre-pupae (shown as adults in cartoons) by dissecting the dorsal head into six distinct regions, which we represent with six rectangles to designate the LatP, MP, LatA, and MA (left and right samples are treated as replicates). Note that, although the dorsal eye is shown in the cartoons, it was removed from the dorsal head during dissections and is not present in the LatP transcriptome. **d** Number of differentially expressed genes (*P* adj < 0.001 and log2FC > 2) present in each region for each major pairwise contrast. **e** Clustering of differentially expressed genes based on similar patterns of expression among the head regions (depicted here with a head region-specific heatmap). Numbers in parentheses show the number of genes present in each cluster. Overlap between genes with similar patterns in males and females are shown in the center

Specifically, we aimed to utilize a novel experimental design that would allow us to examine the developmental mechanisms patterning the dorsal head of *O. taurus* in the presence and absence of horn formation at a resolution beyond the capabilities of earlier work. We accomplished this by performing head region-specific RNAseq, dissecting the developing dorsal head into six distinct regions along the two major axes of morphological differentiation—lateral to medial and anterior to posterior. Using this approach, we aimed to compare and contrast transcriptomes across head regions and assess the transcriptional underpinnings of a given region’s morphological complexity. Further, by replicating this approach across both sexes, we sought to assess how dorsal head formation proceeds when also forced to accommodate the formation of horns (males) or not (females). We then utilized a comparative RNAi approach to assess the functional significance of a subset of candidate genes and pathways identified though our RNAseq study. Our results document striking, differential transcriptional complexity across head regions both within and across sexes and identify novel roles for multiple developmental pathways underlying the patterning of the adult dorsal head and the integration of horns therein.

## Results and discussion

### Differential expression analyses of distinct dorsal head regions of the male and female *O. taurus* head

We first sought to characterize the transcriptional complexity and relative distinctness of different regions of the dorsal head of *O. taurus* during transformation from uniform late larval to sex-specific pupal morphologies, including the formation and integration of posterior horns in males. Specifically, we sought to test the hypothesis that the integration of novel traits within an ancestral trait complex requires the recruitment of additional genes and pathways into the gene networks instructing both within- and among-region development. We therefore sought to assess three predictions. First, we predicted that the more morphologically complex posterior region of the head should exhibit correspondingly higher transcriptional complexity (i.e., greater numbers of differentially expressed genes) than the more uniform anterior head when posterior regions are compared to anterior regions. Second, because medio-lateral morphological differentiation is far greater in the posterior, rather than the mostly flat and featureless anterior head, we expected this to be paralleled by a correspondingly greater transcriptional differentiation between medial and lateral head regions in the posterior, but not the anterior head. Third, and most importantly, we predicted that both patterns should be significantly more pronounced in horn-bearing males but relatively muted in their hornless female counterparts.

To test these hypotheses, we micro-dissected the dorsal head epithelium of male and female *O. taurus* into six distinct regions representing two major axes of patterning in the dorsal head: lateral (Lat) to medial (M) and anterior (A) to posterior (P) (Fig. 2a–c and Additional file 1: Fig. S1). We executed dissections and tissue collection during pre-pupal development, i.e., approximately 6 h before larvae shed their larval cuticle and pupate. At this stage, the larval head epidermis has completed apolysis (detachment) from the head capsule and is undergoing the cell proliferation and reorganization necessary to grow, pattern, and correctly fold the pupal head [19]. In contrast, the subsequent pupal stage only modestly sculpts and shapes the pupal head into its final adult counterpart [20]. By selecting pre-pupae rather than pupae, we hoped to capture the transcriptional underpinnings of morphogenetic processes key to patterning dorsal heads. 

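RNA from each of the 6 dissected pieces of a pre-pupal dorsal head (left and right LatA, left and right LatP, MA and MP) was sequenced as a separate single-end, stranded library. The authors trimmed the reads with Trimmomatic, aligned them with bowtie2 to the gene models of the *O. taurus* genome and estimated counts with RSEM. They deposited the expected counts of 23725 RefSeq transcripts, without normalization. Of these transcripts, 21668 are mRNAs and 2057 are noncoding RNAs, and 1814 had no count in any library. RSEM divides reads between isoforms, so 74.3% of the values were whole numbers and the others were rounded before testing. Library totals ranged from 10807956 to 17048942 counts, with a median of 13215790 in males and 13270646 in females. The largest median among the regions was that of male LatP libraries, 15152189 counts, against 13218609 in female LatP libraries. Expression of single transcripts is given as CPM after edgeR's TMM normalization, averaged over the left and right pieces of an animal and then given as mean ± SD over animals. A count of 3 corresponds to 0.176 CPM in the largest library and to 0.278 CPM in the smallest, and was taken as the floor of detection. Where every library of a region held 3 counts or fewer, the fold is given as a lower bound against 0.278 CPM. The reads carry no molecular identifiers, so these floors cover counting error only. Positions are those of assembly IU_Otau_3.0, a later build than the one the authors aligned to, in which 15104 of the transcripts (63.7%) were found under the same identifier.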

We replicated pre-pupal dissections for 6 males and 5 females, for a total of 66 tissue samples.

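Each comparison used only the libraries of the regions compared in one sex, and a transcript was tested when it exceeded 1 CPM in at least 2 of these libraries. The test was edgeR's quasi-likelihood F-test on rounded counts with TMM normalization and Benjamini-Hochberg adjustment, with the paper's thresholds. Because all pieces of a head come from one animal, every comparison was also fitted with the animal as a block, named the replicate block from here on. The pairing itself was measured as the mean correlation r between pieces of the same animal in log2 CPM, after the mean of each region was subtracted. Recovery was tested on simulated counts with the dispersions of these libraries, in which 200 transcripts changed by a log2FC of 3. Without the block, 60% of them were called between male LatP and MP libraries, 46% between female LatP and MP libraries, 45% between male MA and MP libraries and 25% between female MA and MP libraries. These shares were 54.5%, 31%, 11% and 0% with the replicate block. No unchanged transcript was called in these simulations. Each simulated library was drawn independently, with no effect of the animal. The block then had no pairing to remove, so its lower shares were built in and do not measure its use on paired pieces. Nor could wrong calls from counting correlated pieces as replicates appear.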

We began by identifying differentially expressed genes (adjusted *P* value (*P*^adj^) < 0.001 and log2 fold change (log2FC) > 2 for all contrasts) by performing pairwise comparisons within the six regions of each sex. 

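No transcript passed both thresholds in any of the 4 comparisons of left with right pieces. Between left and right LatA, 12683 transcripts were tested in males and 12846 in females, of which 267 and 312 had an unadjusted p under 0.05. Between left and right LatP, 12682 transcripts were tested in males and 13944 in females, with 319 and 254 at an unadjusted p under 0.05. The smallest adjusted p was 0.448 for male LatA, 1 for male LatP, 1 for female LatA and 0.139 for female LatP. The 4 counts were also 0 with the replicate block. Left and right pieces of one animal were correlated beyond their region, with r = 0.271 in male LatA, 0.329 in male LatP, 0.431 in female LatA and 0.518 in female LatP. The alternative that moved the counts most was DESeq2 without a prior on the fold changes, which called 16 transcripts in male LatA, 9 in male LatP, 15 in female LatA and 13 in female LatP.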

We first observed that contrasts between left and right lateral anterior (LatA) and left and right lateral posterior (LatP) tissues failed to identify differentially expressed genes in either sex, i.e., transcription profiles of left and right homologs of the same male (or female) head regions derived from the same individual beetle were indistinguishable. 

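Agreement between animals was measured within each region and side as the Pearson correlation of log2(CPM + 1) for every pair of animals, over the 15445 transcripts expressed. These correlations are across transcripts, which are not independent replicates. The mean over pairs of animals was lowest in female left LatA, at 0.856 (SD 0.0358, 10 pairs among 5 females), and highest in male left LatP, at 0.914 (SD 0.0134, 15 pairs among 6 males). In the other groups it lay between 0.87 in female MP and 0.912 in male MA. A pseudocount of 0.1 in place of 1 lowered these means, to 0.788 in female left LatA and 0.845 in male left LatP.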

For the remainder of our analyses, we thus treated left and right samples derived from the anterior or posterior head as additional replicates of the same tissue rather than distinct regions (Additional file 2: Fig. S2 and see color scheme in Fig. 2d).

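Over the 4 contrasts between neighboring regions (LatP with MP, LatA with LatP, MA with MP and LatA with MA), the calls summed to 195 in males and 102 in females. A transcript called in several contrasts is counted in each, and 187 distinct transcripts were called over both sexes. With the left and right libraries of an animal added together and the replicate block the sums were 25 in males and 0 in females, and with an adjusted p under 0.05 and an absolute log2FC over 1 they were 1187 and 762. The order of the sexes was the reverse with DESeq2 with a prior on the fold changes, at 320 in males and 344 in females. Without a prior DESeq2 gave 554 and 535. With sides added and the block, the unadjusted p was under 0.05 for 3631 transcripts between female LatP and MP, 2050 between female LatA and LatP, 1802 between female MA and MP and 1090 between female LatA and MA. The plot of calls by contrast shows how they divided between the regions.

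**Figure D1:**
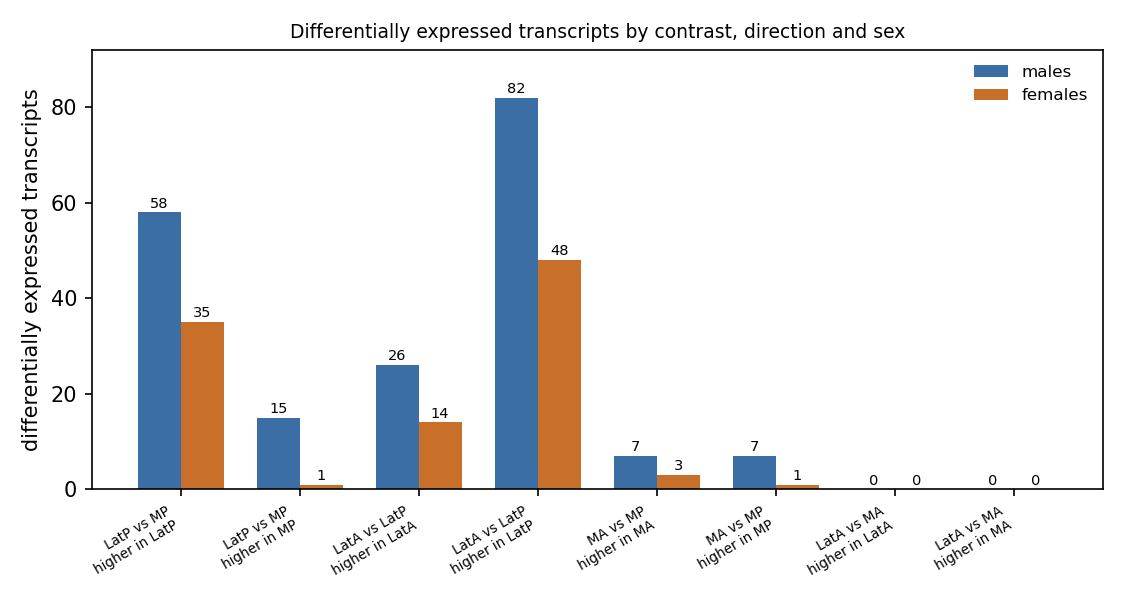
Number of transcripts called (adjusted p under 0.001 and absolute log2FC over 2, edgeR) in each contrast, by the region with the higher expression, with males and females as separate bars. The bars reach from 0 for LatA with MA in both sexes to 82 for transcripts higher in male LatP than in male LatA.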

We then repeated our pairwise contrasts using the adjusted tissue scheme and identified a total of 314 and 339 differentially expressed genes in males and females, respectively (Additional file 3: Table S1). In both sexes, these genes were not distributed evenly among the head regions. Instead, in line with our initial prediction, posterior regions generally exhibited considerably larger numbers of differentially expressed genes than their nearest anterior counterparts. For example, the lateral posterior and lateral anterior regions (LatP and LatA in Fig. 2d) of males exhibited 83 and 26 differentially expressed genes (100 and 40 for females), respectively, whereas the medial posterior and medial anterior regions (MP and MA in Fig. 2d) of males exhibited 60 and 44 differentially expressed genes. These results suggest a greater transcriptional differentiation of the posterior head as a whole, paralleling the greater morphological distinctness of this region compared to the more uniform anterior head. 

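Between male LatA and LatP, 82 transcripts were called higher in LatP and 26 higher in LatA, among 13615 tested, and 719 had an adjusted p under 0.05. In females 48 were higher in LatP and 14 in LatA, among 14584 tested, with 529 at an adjusted p under 0.05. With the replicate block the counts were 109 and 31 in males (pairing r = 0.27) and 71 and 42 in females (r = 0.361). The block still counts left and right pieces as separate replicates. With the 2 sides of an animal added together and no block, the counts were 27 and 6 in males and 0 and 0 in females. In females 1284 transcripts then had an unadjusted p under 0.05. Between male MA and MP, 7 transcripts were called higher in each region, among 12485 tested, with 356 at an adjusted p under 0.05. The replicate block gave 0 calls in this contrast, with 2415 transcripts at an unadjusted p under 0.05 (r = 0.271). DESeq2 with a prior on the fold changes called 46 higher in male MA and 62 higher in male MP, and without a prior 68 and 106. The MA library of male 1 was closer to LatA than to MA libraries of the other males, and with the labels of this library and the right LatA library of male 1 exchanged, 16 transcripts were higher in MA and 10 in MP. Among the transcripts with the largest changes, *forkhead domain 102C* (XM_023046601.1, chromosome 8, 1644964 to 1646481) was at 2.58 ± 1.97 CPM (SD, n = 6) in male LatA and at least 9.3-fold higher there than in LatP, and at least 8.3-fold higher in female LatA. *Dichaete* (XM_023057893.1, chromosome 6, 10957067 to 10958121) was higher in male LatA than in LatP, with a log2FC of 6.03 (SE 0.713, adjusted p = 2.63e-06), and at least 57.6-fold higher in male MA than in MP. An uncharacterized transcript, XM_023057345.1, was at least 27.2-fold higher in LatP than in LatA in males and at least 42.1-fold higher in females, but its SD between animals was larger than its mean, with 7.56 ± 11.8 CPM (SD, n = 6) in male LatP and 11.7 ± 16.9 CPM (SD, n = 5) in female LatP. *Ceramide kinase* (XM_023059365.1) was at 21.6 ± 7.31 CPM (SD, n = 6) in male MP and had no count in male MA, at least a 77.7-fold difference.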

The only exception was presented by the medial posterior and medial anterior regions of females which exhibited similar numbers of differentially expressed genes.

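Between female MA and MP, 3 transcripts were called higher in MA and 1 higher in MP, among 12978 tested. An adjusted p under 0.05 was reached by 77 transcripts and an unadjusted p under 0.05 by 1069. With the replicate block no transcript was called, with 1802 at an unadjusted p under 0.05 (pairing r = 0.459). DESeq2 with a prior on the fold changes called 42 transcripts higher in MA and 44 higher in MP. The 4 transcripts called by edgeR changed in one direction in all 5 females. *Sp8* (XM_023050882.1) was at least 56-fold higher in MA, and *hedgehog* (XM_023044715.1) was at least 44.3-fold higher in MP. *Wnt6* (XM_023058527.1, chromosome 6, 1938882 to 1967928) was higher in MA with a log2FC of 4.53 (SE 0.364, adjusted p = 0.000863), as was *rx* (XM_023059686.1) with a log2FC of 3.05 (SE 0.238, adjusted p = 0.000863).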

Furthermore, we observed a near complete absence of differential expression between the lateral and medial regions of the *anterior* head (LatA and MA in Fig. 2d), suggesting that the anterior portion of the head as a whole is rather transcriptionally homogenous, paralleling the lack of morphological complexity across the medio-lateral axis of this region. In contrast, we detected widespread differential expression between lateral and medial *posterior* head regions (LatP and MP in Fig. 2d), in line with the increased morphological differentiation seen across these regions. 

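Between LatA and MA no transcript passed both thresholds in males (13158 tested) or in females (13420 tested). The smallest adjusted p was 0.12 in males and 0.0016 in females, where 4 transcripts had an adjusted p under 0.05. An unadjusted p under 0.05 was reached by 625 transcripts in males and 451 in females. The replicate block also gave 0 calls in both sexes, with 821 and 839 transcripts at an unadjusted p under 0.05 (pairing r = 0.246 in males and 0.441 in females). DESeq2 without a prior called 11 transcripts higher in LatA and 2 higher in MA in males, and 22 and 1 in females. Exchanging the labels of the right LatA and MA libraries of male 1, which each resembled the other region, gave 3 transcripts higher in LatA and 1 higher in MA, and raised the number at an unadjusted p under 0.05 to 856.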

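Between male LatP and MP, 58 transcripts were called higher in LatP and 15 higher in MP, among 13167 tested, with 746 at an adjusted p under 0.05. Between female LatP and MP, 35 were higher in LatP and 1 in MP, among 14297 tested, with 492 at an adjusted p under 0.05. With the replicate block the counts were 72 and 15 in males (pairing r = 0.321) and 41 and 15 in females (r = 0.52). With left and right libraries of an animal added together and no block, they were 22 and 3 in males and 3 and 0 in females. The smallest adjusted p was 6.14e-09 in males and 7.79e-07 in females. An uncharacterized transcript, XM_023054391.1, was at 2.1 ± 0.982 CPM (SD, n = 6) in male LatP and had no count in male MP, so it was at least 7.57-fold higher in LatP. *Cuticular protein 92A* (XM_023044496.1, chromosome 2, 18869466 to 18870261) was at 11.1 ± 9 CPM (SD, n = 5) in female LatP, at least 39.8-fold higher than in MP. Toward MP, *C15* (XM_023060389.1, chromosome 2, 11822643 to 11847649) was at 3.11 ± 2 CPM (SD, n = 6) in male MP and at least 11.2-fold higher there. *Muscle protein 20* (XM_023064396.1, chromosome 11, 30394854 to 30395716) was at 107 ± 103 CPM (SD, n = 6) in male MP and 2.98 ± 1.3 CPM (SD, n = 6) in male LatP, a log2FC of -5.14 (SE 0.656, adjusted p = 6.4e-05), with a spread between MP pieces as large as the mean. The 1 transcript called higher in female MP, XM_023046186.1, is uncharacterized and was at 574 ± 297 CPM (SD, n = 5) in MP and 128 ± 24.9 CPM (SD, n = 5) in LatP, a log2FC of -2.18 (SE 0.276, adjusted p = 0.000435). From the differences between LatP and MP and their near absence between LatA and MA, the paper proposes that the transcriptional differentiation of a head region parallels its morphological differentiation.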

Surprisingly, however, and in contradiction to our third prediction, the female LatP region exhibited a ~ 36% greater number of differentially expressed genes than the male LatP counterpart (101 compared to 74; Fig. 2d), despite the absence of horn formation within the former.

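Under the edgeR test the male count of transcripts higher in LatP than in MP was above the female count, with 58 in males and 35 in females. The order was the reverse under DESeq2 with a prior, which called 75 in males and 101 in females, and under DESeq2 without a prior, with 146 and 160. It was also the reverse with the replicate block, an adjusted p under 0.05 and an absolute log2FC over 2, a setting chosen after the data were seen, with 186 in males and 258 in females. The sexes differ in the number of animals, and with 1 of the 6 males left out the male count fell to between 34 and 52. The difference between the sexes in the LatP to MP change was itself tested with an interaction term over 14852 transcripts, and 1 of them had an adjusted p under 0.05 (0.0448), with 689 at an unadjusted p under 0.05. With the animal within sex as block in that test, 250 transcripts had an adjusted p under 0.05, with DESeq2 without a prior 59, and with left and right libraries added together 0.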

Lastly, we subclustered differentially expressed genes into groups exhibiting similar expression profiles among head regions. We present these results in the form of a heatmap (Fig. 2e; also see cartoon in Fig. 2c) with the six boxed regions corresponding to our six focal head regions. In males and females, two congruent patterns emerged: both sexes possess a subset of differentially expressed genes that is distinctly upregulated in the entire posterior set of head regions yet downregulated in the anterior set of regions (83 genes in males and 80 in females, respectively), while a second set of co-expressed genes is upregulated in the entire anterior region set and downregulated in the entire posterior region set (26 and 32 genes, respectively) (Fig. 2e). 

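Transcripts called in any contrast of a sex were assigned to a profile by their region means of log2(CPM + 1). Both posterior means exceeded both anterior means by at least 1 for 32 transcripts in males and 11 in females, and the reverse held for 19 and 12. Margins of 0.5 and 2 in place of 1 gave 48 and 15 posterior transcripts in males and 18 and 4 in females. When called transcripts were defined by an adjusted p under 0.05 and an absolute log2FC over 1, there were 89 posterior and 38 anterior transcripts in males and 57 and 43 in females. With left and right libraries added together and the replicate block there were 13 and 3 in males and 0 and 0 in females. Hierarchical clustering of the 158 transcripts called in males placed 39 in a posterior and 27 in an anterior cluster. The same clustering of the 83 called in females gave no posterior cluster and 1 anterior transcript.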

We further compared these genes across the sexes and identified a 17 gene overlap for the first group (~ 20% overlap) and a 13 gene overlap for the second group (~ 45% overlap) (Fig. 2e), suggesting that those genes uniquely expressed in the anterior region of the head are more likely to be shared between the sexes than those transcriptionally underpinning the posterior set of regions. 

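The posterior profile held 5 transcripts in both sexes and the anterior profile also held 5. The shared posterior transcripts, named after their values were seen, were *mirror* (XM_023058224.1), *mab-21* (XM_023052985.1), *Gram-negative bacteria binding protein 3* (XM_023048645.1), *alpha-Esterase-7* (XM_023063256.1) and the uncharacterized XM_023051322.1. The shared anterior transcripts, named on the same basis, were *Sp8* (XM_023050882.1), *forkhead domain 102C*, *midline* (XM_023057045.1), *disco-related* (XM_023059484.1) and *deadpan* (XM_023061919.1).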

Finally, males but not females also revealed two distinct subclusters composed of genes either uniquely upregulated (68 genes) or downregulated (118 genes) in the MP region alone (Fig. 2e). This region lies between the horn forming lateral posterior regions and may be especially transcriptionally and developmentally consequential during the patterning of the posterior male head and positioning of horns therein. In contrast, females showed a single, unique, and large (175 genes) subcluster upregulated in the lateral posterior region of the head (Fig. 2e; for all subclustering experiments, see Additional file 4: Fig. S3 for raw data).

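The mean in MP exceeded each of the other 3 region means by at least 1 on the log2 scale for 17 transcripts in males and 2 in females. It lay below each of them by at least 1 for 23 transcripts in males and 9 in females. Both female transcripts of the first kind, XM_023052689.1 and XM_023065042.1, are uncharacterized, the latter named after its values were seen. Hierarchical clustering gave an MP cluster of 18 transcripts in males and, in females, a cluster of 36 transcripts lower in MP.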

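The mean in LatP exceeded each other region mean by at least 1 on the log2 scale for 42 transcripts in females and 38 in males. The largest cluster in the hierarchical clustering was the one higher in LatP in both sexes, with 46 transcripts in females and 74 in males.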

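A principal component analysis of log2(CPM + 1) over the 66 libraries placed the pieces of one animal together on the first component, which held 19.3% of the variance, and 92.1% of that component lay between animals. Differences between regions were the larger part of the third component, which held 5.35% of the variance and of which 83.5% lay between regions. Each library was also compared with the mean of each region over the other animals of its sex, over the 500 transcripts whose region means differed most in those animals, after the mean of each animal was subtracted. By this measure, chosen after the data were seen, 61 of the 66 libraries were most like their own region. The 5 others were all LatA or MA libraries, namely the left and right LatA and the MA libraries of male 1 and the left and right LatA libraries of female 2. Those of male 1 were most like the other anterior region. The left LatA library of female 2 was most like LatP, a posterior region (r = 0.0948, against -0.085 for LatA). Its right LatA library was most like MA (r = 0.329, against 0.318 for LatA).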

At a basic level, our findings support the notion that the adult dorsal head is indeed compartmentalized during development and that different regions can be identified via their region-specific transcriptional repertoires. Doing so then identifies the entire anterior head region as a single, distinct compartment, whereas the posterior head appears subdivided into medial and lateral regions. More specifically, our results also suggest a close correlation between morphological and transcriptional complexity and support the hypothesis that the integration of novel features such as posterior head horns is enabled by the elaboration of posterior region-specific gene networks.

### Transcriptional basis of sex-specific head region formation

Male and female *O. taurus* heads differ strikingly in morphology, yet the majority of sex differences are almost entirely restricted to the posterior head. We next aimed to examine the extent to which the sets of region-specific, differentially expressed genes may be shared between, or unique to, each sex. To do so, we first identified and compared the percentage of shared, differentially expressed genes in homologous male and female head regions. The number of region-specific genes shared between sexes ranged from 6 genes (equivalent to 22% (54%) of the transcriptome of the male (female) medial posterior region) to 49 genes (equivalent to 59% (49%) of the transcriptome of the male (female) lateral posterior region; Additional file 3: Table S1). 

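Among the transcripts called higher in LatP than in MP, 26 were called in both sexes, 44.8% of the male and 74.3% of the female calls. Among those higher in LatP than in LatA the shared number was 34, or 41.5% and 70.8%. For LatA over LatP it was 5, or 19.2% and 35.7%, and for MA over MP it was 1, or 14.3% and 33.3%. Shared calls were 0 for MP over LatP and 0 for MP over MA. For these, DESeq2 with a prior gave 6 and 16, and the replicate block gave 4 and 0. For MA over MP, DESeq2 with a prior gave 21 shared calls and the replicate block 0. Of the transcripts called in males, 56 of 58 higher in LatP than in MP changed in the same direction in females, as did 15 of 15 higher in MP than in LatP, 72 of 82 higher in LatP than in LatA and 24 of 26 higher in LatA. The 5 shared transcripts higher in LatA, named after their values were seen, were *forkhead domain 102C*, *disco-related*, *ladybird early* (XM_023060332.1), *deadpan* and *midline*, and the 1 shared transcript higher in MA was *Wnt6*. Called by an adjusted p under 0.05 and an absolute log2FC over 1, 139 transcripts were shared for LatP over MP, 106 for LatP over LatA and 56 for LatA over LatP, and with left and right libraries added together and the replicate block all 3 numbers were 0.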

As a rough average, however, approximately half of the genes differentially expressed in a given region were found to be unique to one sex or the other and thus may play a role in sex-specific region differentiation, while the other half was shared between the sexes and thus may contain genes underpinning the formation of key head regions regardless of sex.

However, we also discovered that male-biased expression reaches its lowest level in the lateral posterior head compared to any other head region. Put another way, in the region in which males and females *differ the most morphologically*, differential gene expression is the most similar, averaging about 60% overlap for male differentially expressed genes. 

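The sexes were also compared directly in each region, with the same test and thresholds. In LatP, 57 of 14494 transcripts were called, 51 higher in males and 6 higher in females, and 1975 had an adjusted p under 0.05. In the other regions no transcript was called, with an adjusted p under 0.05 for 12 transcripts in MP, 9 in LatA and 0 in MA. An unadjusted p under 0.05 was reached by 3953 transcripts in LatP, 1009 in MP, 1918 in LatA and 690 in MA. DESeq2 without a prior called 106 transcripts higher in males and 57 higher in females in LatP. In MP it called 28 and 15, in LatA 7 and 9, and in MA 14 and 11. The comparison in LatP rests on left and right libraries counted as replicates, and when they were added together for each animal no transcript was called, 188 had an adjusted p under 0.05 and 2305 an unadjusted p under 0.05. Among the called transcripts, *cuticular protein 64Aa* (XM_023049585.1) had the largest difference toward male LatP, with a log2FC of 8.18 (SE 0.885, adjusted p = 3.86e-06). *Cuticular protein 49Ae* (XM_023061219.1), named after its values were seen, was higher in male LatP with a log2FC of 6.72 (SE 0.467, adjusted p = 1.76e-08). The largest difference toward female LatP was that of XM_023062257.1, with a log2FC of -8.42 (SE 0.948, adjusted p = 0.000253). Also higher in female LatP was *cuticular protein 62Bc* (XM_023047530.1), named after its values were seen, with a log2FC of -3.87 (SE 0.594, adjusted p = 0.000165).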

Among the remaining 40%, or 58 genes, whose differential expression is indeed unique to males were—ignoring ~ 20 uncharacterized genes—genes with predicted functions in the context of sensory structure/neuronal formation (9 genes), cuticle formation (5 genes), and eye development (5 genes) (Additional file 3: Table S1).

To further characterize potential genes underlying head formation regardless of sex and to distinguish them from genes possibly involved in the sex-biased integration of horns, we executed the following analysis. We first assessed the number of genes uniquely expressed in the lateral posterior region alone (LatP) by comparing the transcriptional repertoire of this region to *both* the medial posterior (MP) and lateral anterior region (LA) (Fig. 3a). Doing so identified 24 genes in males and 40 genes in females whose expression uniquely distinguishes the lateral posterior head region from neighboring regions in the respective sex, and to which we therefore refer to as *core lateral posterior genes* (Fig. 3a red arrows). 

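Called higher in LatP in both contrasts, with MP and with LatA, were 23 transcripts in males and 15 in females. With 1 animal left out these counts were between 11 and 23 in males and between 3 and 7 in females. With left and right libraries added together and the replicate block they were 0 in both sexes, and with an adjusted p under 0.05 and an absolute log2FC over 1 they were 74 and 69. The order of the sexes was the reverse with DESeq2, at 23 in males and 40 in females with a prior and 40 and 55 without one.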

We then sought to assess how many of these core lateral posterior genes are shared across the sexes, and identified a 16 gene overlap (Fig. 3b), as well as 8 male- and 24 female-specific core LatP genes possibly involved in sex-specific posterior head functions. 

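Of these core transcripts 12 were called in both sexes, 11 in males alone and 3 in females alone. Whether the change itself differed between the sexes was tested with the interaction term. For LatP with MP no transcript of the 11 or the 3 reached an adjusted p under 0.05, with a smallest adjusted p of 0.621 among the first and 0.7 among the second. For LatA with LatP 1 of the 11 did, XM_023052295.1, annotated as *Toll-6*, with an interaction log2FC of -1.85 (SE 0.432, adjusted p = 0.0216), and the smallest adjusted p among the 3 was 0.415. With the animal within sex as block, this transcript passed for LatP with MP (adjusted p = 0.0281), and for LatA with LatP it (0.00907) and a second one annotated as *Toll-6* (XM_023044511.1, 0.0449) did. None of the 3 passed with the block, with a smallest adjusted p of 0.222 and 0.563. The 3 core transcripts called in females alone, named after their values were seen, were *kekkon-2* (XM_023048629.1), *cuticular protein 92A* and *white* (XM_023051901.1).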

We repeated this pipeline for the medial posterior head region, which identified a substantially smaller repertoire of male- (11) and female-specific (4) medial posterior core genes as well as only 2 genes shared across the sexes (Fig. 3c). 

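No transcript was called higher in MP both than LatP and than MA, in either sex. Higher in MP than in LatP were 15 transcripts in males and 1 in females, and higher in MP than in MA were 7 and 1. At the same fold-change threshold DESeq2 with a prior gave 11 core MP transcripts in males, 4 in females and 2 in both, and DESeq2 without a prior gave 22, 6 and 4.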

Collectively, these results demonstrate a moderate divergence between the sexes in head region-specific gene expression. Assessing the potential functional significance of these gene sets revealed that, of the 16 shared differentially expressed genes, three are uncharacterized while eleven have been linked by previous work to the development of compound eyes and/or ocelli, sensory structures either excluded from the tissue collection used in this experiment (compound eyes) or lost early on in coleopteran evolution. 

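Of the 12 core LatP transcripts called here in both sexes, 2 are uncharacterized (XM_023054391.1 and XM_023048335.1). The others, named after their values were seen, are annotated as *Rab32* (XM_023059398.1), *chaoptin* (XM_023063565.1), *cinnabar* (XM_023049527.1), *2mit* (XM_023063740.1), *scarlet* (XM_023052220.1), *Toll-6* (XM_023052296.1), *mahogany* (XM_023057901.1), *cardinal* (XM_023059806.1), *Dopamine/Ecdysteroid receptor* (XM_023058634.1) and *vermilion* (XM_023063463.1).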

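*Glass* (XM_023044973.1, chromosome 2, 20283343 to 20294612) was at a mean of 5.32 CPM (n = 6) in male LatP and 11.5 ± 2.11 CPM (SD, n = 5) in female LatP, and had no count in MP. It was at least 19.2-fold higher in LatP than in MP in males and at least 41.4-fold higher in females, and 1 male lay apart from the other males in LatP, at 3.14 CPM. Between LatA and LatP it was called in males (log2FC -6.57, SE 0.728, adjusted p = 1.06e-06) and not in females (log2FC -4.74, SE 1.05, adjusted p = 0.0133). *Atonal* (XM_023063962.1, chromosome 10, 3853319 to 3853991) was at 6.77 ± 4.24 CPM (SD, n = 6) in male LatP and 17.5 ± 6.35 CPM (SD, n = 5) in female LatP, at least 24.4-fold and at least 63.2-fold higher than in MP. Its change between LatA and LatP was called in males (log2FC -4.79, SE 0.728, adjusted p = 8.15e-05) and missed the threshold in females (log2FC -4.24, SE 0.743, adjusted p = 0.00182). With the replicate block both genes passed the thresholds in females as well, with adjusted p = 0.000622 and 0.000399, respectively. The *Toll-6* transcript XM_023052295.1 (chromosome 3, 8853666 to 8858204) was at 27 ± 7.6 CPM (SD, n = 6) in male LatP and 4.94 ± 1.29 CPM (SD, n = 6) in male MP, a log2FC of 2.46 (SE 0.223, adjusted p = 1.71e-06). In females its log2FC was 1.65 (SE 0.19, adjusted p = 0.000196), under the fold-change threshold. *Black match* (XM_023047389.1) was at 0.897 ± 0.364 CPM (SD, n = 6) in male LatP and at least 3.23-fold higher there than in MP, but was not called (adjusted p = 0.0176). In females its log2FC was 1.75 (SE 0.961, adjusted p = 0.449).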

Intriguingly, focusing on the eight genes uniquely upregulated in the lateral posterior region of horn-bearing males, i.e., genes we hypothesized might function in the context of initiating and positioning horns, similarly uncovered genes whose orthologs in other taxa have been linked, once again, to the development of eyes and sensory structures (*glass*, Toll signaling components, *atonal*, *black match*). 

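*Rough* (XM_023054474.1, chromosome 3, 22722090 to 22738895) was at 0.738 ± 0.325 CPM (SD, n = 5) in female LatP and had no count in female MP, and was at least 2.66-fold higher in LatP. It was higher in all 5 females but missed the threshold, with an adjusted p of 0.00237. *Arrestin 2* (XM_023048878.1, chromosome 7, 32348344 to 32349835) was at 2.91 ± 1.7 CPM (SD, n = 5) in female LatP and 0.095 ± 0.123 CPM (SD, n = 5) in female MP, a log2FC of 4.81 (SE 1.04, adjusted p = 0.0185). In males its log2FC was 2.85 (SE 0.941, adjusted p = 0.0934), with a higher value in LatP in 5 of 6 animals.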

To our surprise, hornless females exhibited more than three times the number of genes upregulated uniquely in the LatP region (Fig. 3b—24 genes), including at least two genes also well characterized in the context of eye formation (*rough*, *arrestin-2*). All combined, these observations therefore fail to identify a network of genes that we could decipher as uniquely associated with the induction and positioning of lateral posterior horns in males but not females (for all LatP core genes, see Additional file 5: Table S2, and for all MP core genes, see Additional file 6: Table S3).

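Tested directly, the change from LatA to LatP differed between the sexes at an adjusted p under 0.05 for 155 of 15112 transcripts. For 124 of these the difference was toward a relatively higher value in male LatP, and for 31 toward the opposite. This count was 733 with the animal within sex as block (121 of them among the 155), 242 with DESeq2 without a prior (116 of them among the 155), and 1, also among the 155, with left and right libraries added together, where 718 had an unadjusted p under 0.05. In the change between MA and MP and in that between LatA and MA no transcript reached an adjusted p under 0.05 (smallest adjusted p 0.163 and 0.978), with 523 and 507 at an unadjusted p under 0.05. DESeq2 without a prior gave 77 and 48 in these 2 changes, and the block gave 0 in both.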

**Fig. 3.**
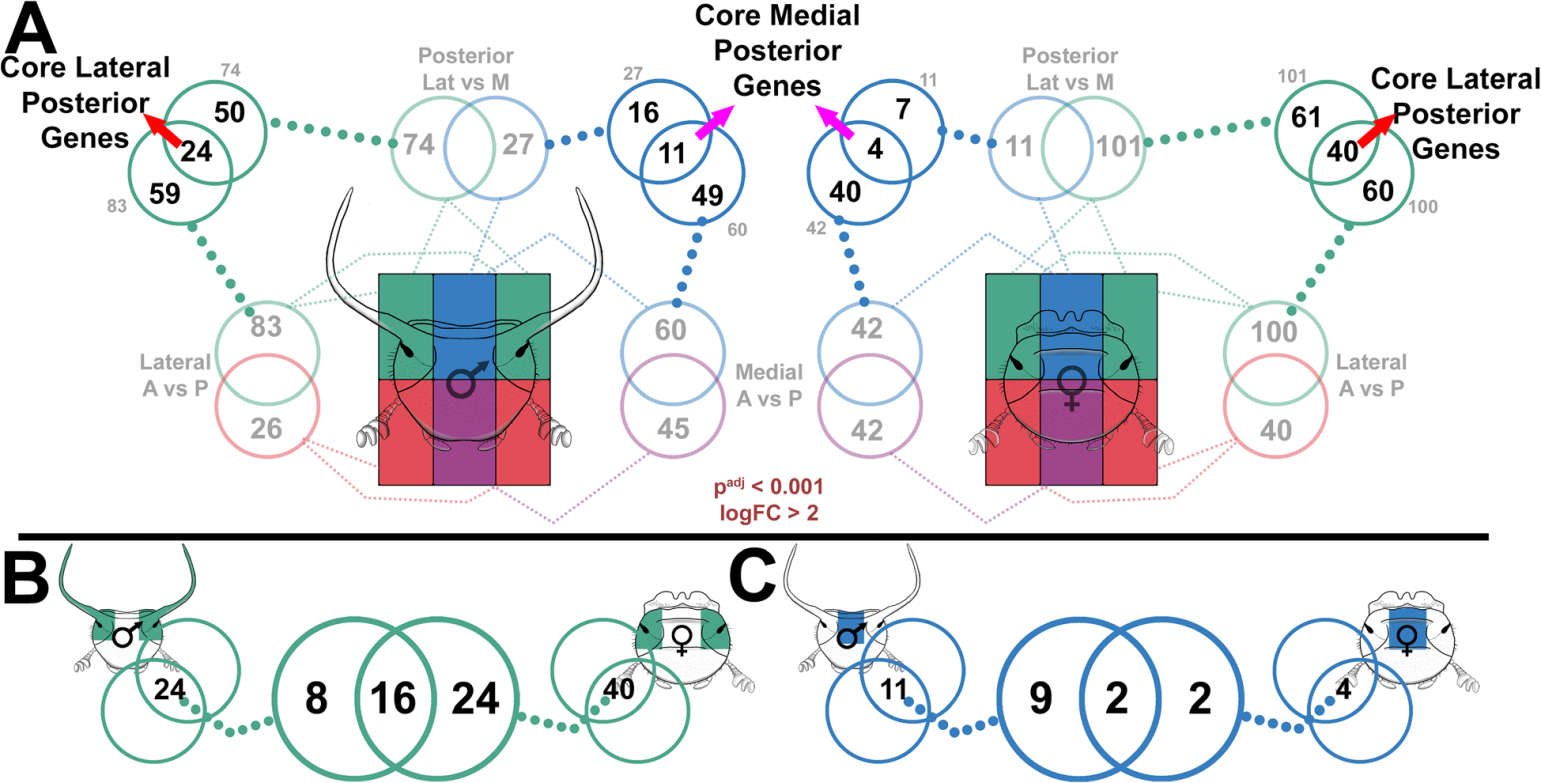
Cross-sex comparison of posterior region-unique, core genes. **a** Core lateral posterior genes (red arrows) are revealed in each sex by comparing genes that are overrepresented in the LatP in both LatP vs MP and LatP vs LatA pairwise contrasts. Core medial posterior genes (purple arrows) are revealed in each sex by comparing genes that are overrepresented in the MP in both LatP vs MP and MA vs MP pairwise contrasts. **b** Core LatP genes compared between the sexes. **c** Core MP genes compared between the sexes

At least three, non-exclusive hypotheses emerge that are able to explain the results of our RNAseq approach thus far. First, the genes which initiate, pattern, and integrate horn formation in males but not females may indeed not be expressed in a male-specific manner but instead in both sexes and across homologous regions, enabling the promotion of horn growth in males but its inhibition in females, as has been documented previously for *doublesex*, the female isoforms of which inhibits horn formation in females. This scenario may also explain why females possess greater numbers of genes uniquely upregulated in the LatP compared to males. If sexual horn dimorphism as seen today in *O. taurus* evolved from a sexually monomorphic *horned* ancestor [12], then females rather than males may require a larger portfolio of genes to facilitate the secondary inhibition of horn formation.

Second, the genetic machinery underpinning the formation and positioning of horns may not be limited to lateral posterior regions, but instead may be broadly integrated within the entire posterior head. Indeed, when we examine those genes differentially expressed across the entire posterior of the head in both sexes (Fig. 2e, 17 genes shared), we find genes such as *hedgehog* (*hh*), *cubitus interruptus*, *orthodenticle* (*otd*), *odd-skipped* family genes, and Wingless/Wnt signaling components—all of which have been implicated in horn formation either here (Wnt signaling—see below) or in previous studies [11, 21, 22]. 

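*Hedgehog* was lower in LatA than in LatP in all 11 animals, and was called in females (log2FC -2.04, SE 0.234, adjusted p = 1.97e-05) and not in males (log2FC -1.35, SE 0.386, adjusted p = 0.0377). A *cubitus interruptus* transcript, isoform X3 (XM_023057592.1, chromosome 1, 7067627 to 7165231), was lower in MA than in MP in all 11 animals without passing the thresholds (males: log2FC -2.83, SE 0.682, adjusted p = 0.049, and females: log2FC -3.65, adjusted p = 0.371). The *odd-skipped* family member *drumstick* (XM_023046385.1, chromosome 5, 10634219 to 10649577) was at 9.87 ± 9.58 CPM (SD, n = 6) in male MP and 15.3 ± 7.54 CPM (SD, n = 5) in female MP, at least 35.6-fold and at least 55.1-fold higher than in MA. Neither change was called, with an adjusted p of 0.00375 in males and 0.00205 in females. Between LatA and LatP its log2FC was -3.19 (SE 0.779, adjusted p = 0.0128) in males and -4.01 (SE 0.848, adjusted p = 0.00947) in females.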

Third, we cannot exclude the possibility that other developmental time points could possess more clearly definable horn inducing networks, a caveat which would necessitate sampling of greater diversity of developmental stages in future studies.

### Assessing the role of taxon-restricted genes in adult head patterning and horn integration

As a final step toward assessing possible contributions of unique gene sets in dorsal head region formation, we specifically focused on taxon-restricted genes, which have recently been highlighted as a critical source for the evolution of morphological novelty in other insect species [23]. We identified 774 putative taxon-restricted genes in the *O. taurus* genome (3.6% of the genome—see the “Materials and methods” section for details) and then cross-referenced this list to our differentially expressed genes (Additional file 3: Table S1). Of our 368 differentially expressed genes (653 genes total), 11 unique taxon-restricted genes were found (some occurred in more than one contrast), representing ~ 3% of our differential expression. These data suggest that taxon-restricted genes are indeed expressed in the context of *Onthophagus* head formation, but that their relative abundance does not exceed what would be predicted given their relative frequency in the *Onthophagus* genome and thus these genes do not appear to contribute disproportionately to the transcriptional landscape of the adult dorsal head.

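Of the 11 transcripts that Table S1 marks as taxon-restricted, all 11 were expressed here and 8 were called in at least 1 contrast. Of the 187 distinct transcripts called here 171 are in Table S1, and the taxon status of the others was not examined. Table S4 also marks XM_023064833.1 and XM_023055853.1, neither of which is among the 11. XM_023064833.1 was called between LatA and LatP in males (log2FC -3.528, SE 0.418, adjusted p = 2.63e-06) and is not among the 8.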

### Functional analysis of candidate genes for adult head patterning and horn integration

We sought to use our transcriptional analyses above to identify and prioritize candidate genes and pathways toward obtaining a better understanding of the patterning of the adult dorsal head and the integration of horns therein. To do so we first parsed our lists of differentially expressed genes for those with the most pronounced difference in expression among the head regions, both within and among the sexes. This identified several genes shown by previous candidate gene studies to execute critical roles in *Onthophagus* head patterning and head horn integration including *otd1* and *otd2* (Fig. 4a), *hh* (Fig. 4b), and *optix* (*six3*) (Fig. 4c) (also see Additional file 7: Fig. S4 for raw expression data) [11, 22]. 

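The *otd* transcript annotated as OTX1 B-like (XM_023053571.1, chromosome 1, 11796462 to 11835999) had no count in LatA or MA in either sex. It was at 7.24 ± 3.66 CPM (SD, n = 6) in male LatP and 6.78 ± 5.67 CPM (SD, n = 6) in male MP, at least 26.1-fold and at least 24.4-fold above the anterior regions. In females it was at 1.94 ± 0.889 CPM (SD, n = 5) in LatP and 4.59 ± 3.1 CPM (SD, n = 5) in MP, at least 7-fold and at least 16.6-fold above them. Between LatA and LatP it was called in males (adjusted p = 1.99e-05) and not in females (adjusted p = 0.00542). The *otd* transcript annotated as OTX2 isoform X3 (XM_023053510.1, chromosome 1, 11879251 to 12005015) was lower in LatA than in LatP in males (log2FC -2.63, SE 0.224, adjusted p = 1.86e-08) and was not called in females (log2FC -1.5, SE 0.492, adjusted p = 0.101). *Hedgehog* lies on chromosome 10 from 5500814 to 5516555 and was at 7.53 ± 1.97 CPM (SD, n = 6) in male MP and 0.386 ± 0.86 CPM (SD, n = 6) in male MA. Its log2FC between male MA and MP was -4.31 (SE 1.13, adjusted p = 0.0704), and -7.6 with the labels of the MA and right LatA libraries of male 1 exchanged, where it passed the thresholds. In LatA it was at 2.07 ± 0.994 CPM (SD, n = 6) in males, with male 1 apart from the others at 0.201 CPM.

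**Figure D2:**
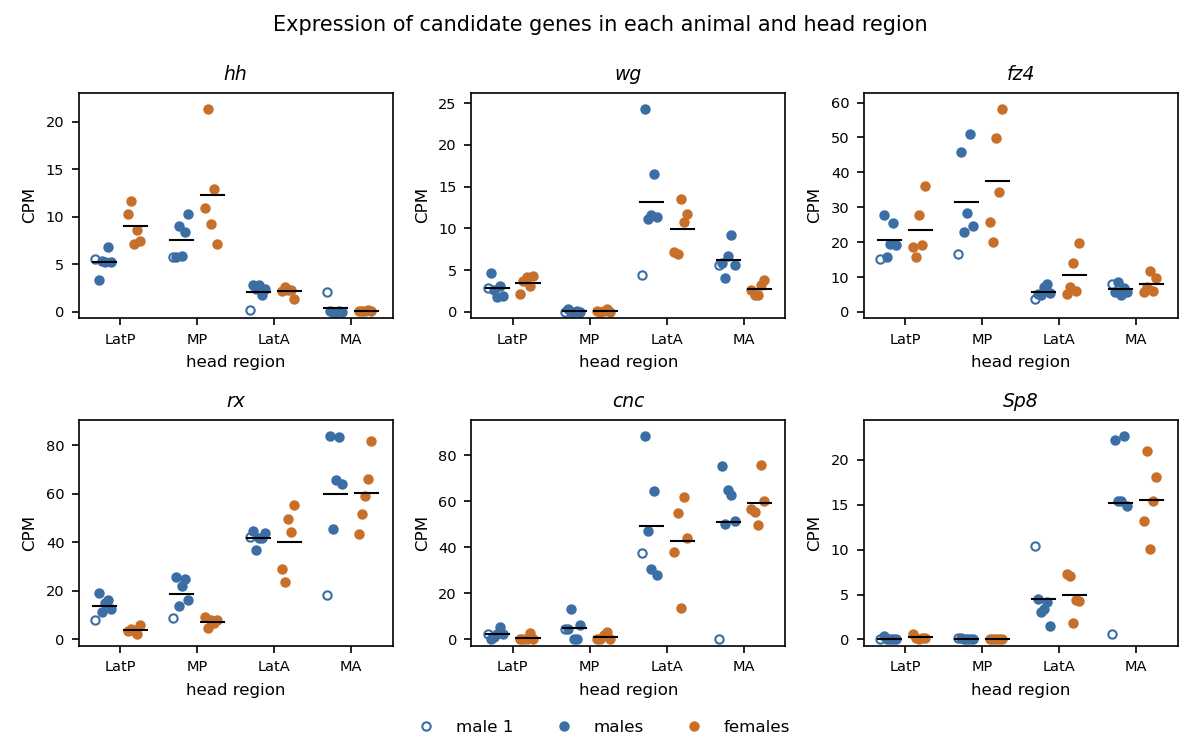
Expression in CPM (vertical axis) of *hh*, *wg*, *fz4*, *rx*, *cnc* and *Sp8* in each region of each sex. Each point is 1 animal, with open circles for male 1, and black lines mark the mean. For *hh* the highest MA point is that of male 1.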

The presence of these genes in our analysis suggests (i) that our RNAseq was performed at a developmental stage critical for head patterning, (ii) that we are capturing bona fide differential expression among head regions, and (iii) that subsets of other differentially expressed genes likely play central roles in patterning the dorsal head including the integration of horns within select region boundaries.

**Fig. 4.**
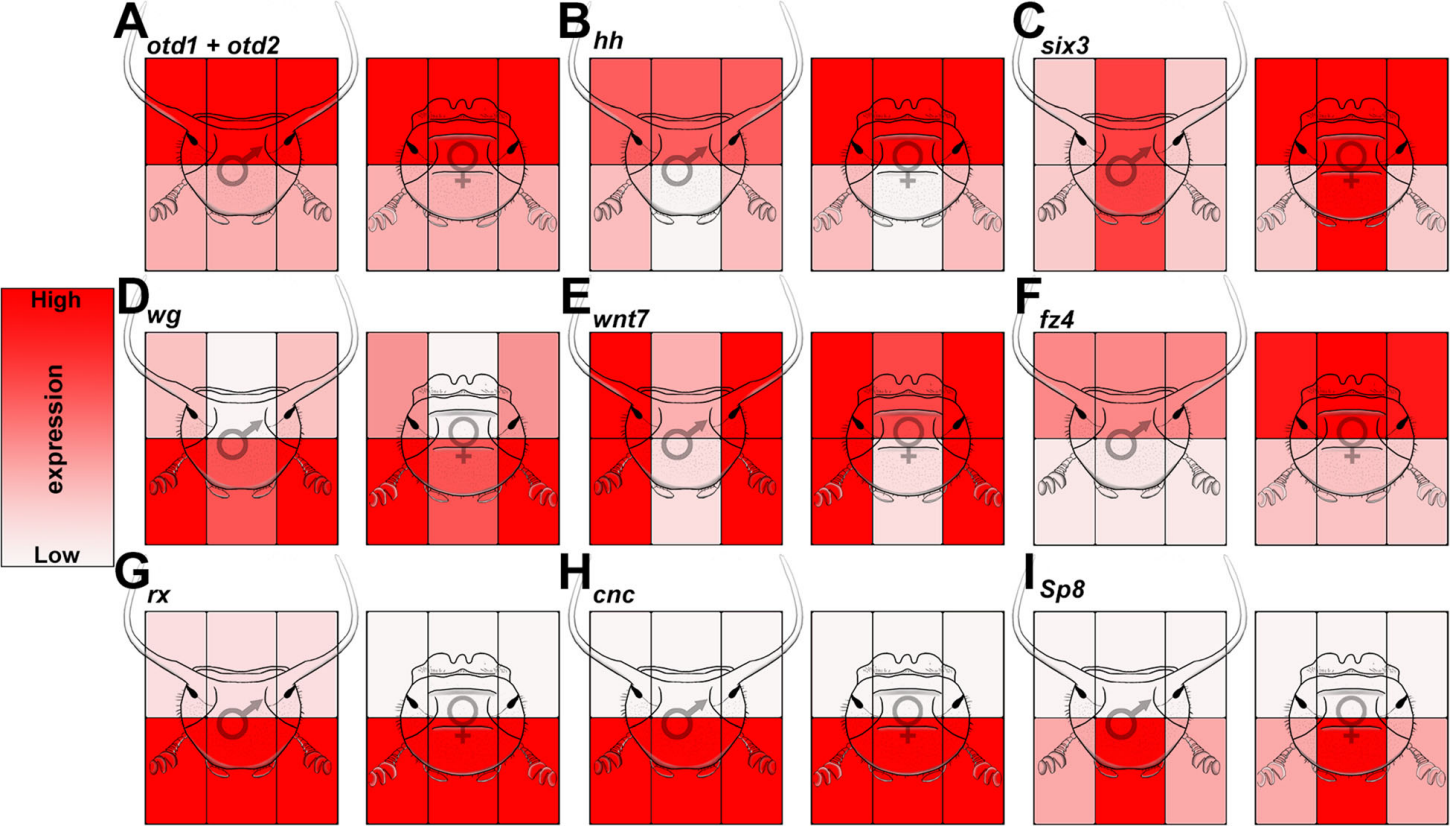
Relative expression of candidate head and horn patterning genes. **a***otd1* and *otd2* expression (patterns are similar for both paralogs). **b***hh*. **c***six3*. **d***wg*. **e***wnt7*. **f***fz4*. **g***rx*. **h***cnc*. **i***sp8*. Expression of each gene is relative and heatmap intensity cannot be extrapolated to between-gene comparisons. See Fig. S4 for more detailed expression patterns of these genes

Among the diverse, differentially expressed, putative candidate genes made available by our transcriptomic analysis, we prioritized five sets of genes toward a first functional inquiry into the patterning of the adult dorsal head and the integration of horns therein. Specifically, we (i) investigated the function of nine genes traditionally associated with embryonic head patterning, which were expressed in the developing adult head transcriptome (Fig. 4g–i and Additional file 8: Fig. S5 A-F), to assess the previously proposed concept of redeployment of embryonic head patterning mechanisms as a source of innovation at later developmental stages [11]. Next, (ii) we examined genes expressed predominantly among *posterior* head regions in males, females, or both sexes, in an effort to uncover genes that may facilitate horn formation or integration within this region (Additional file 8: Fig. S5 G-K), as well as (iii) explored the function of a small subset of taxon-restricted genes (Additional file 8: Fig. S5 L-M). Further, (iv) we sought to assess the functional significance of the Wnt signaling pathway because our RNAseq analysis identified multiple Wnt signaling ligands, including *wnt1* (*wg*) (Fig. 4d) and *wnt7* (Fig. 4e), as well as the Wnt receptor *frizzled4* (*fz4*) (Fig. 4f) as uniquely differentially expressed across a subset of head regions. This included the posterior lateral head region of males and females, raising the possibility that Wnt signaling may play a key role in patterning sex-specific aspects of dorsal head formation. 

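*Wg* (XM_023058498.1, chromosome 6, 2007541 to 2029956) was at 2.84 ± 1.04 CPM (SD, n = 6) in male LatP and 0.0763 ± 0.147 CPM (SD, n = 6) in male MP. Its log2FC was 5.07 (SE 0.815, adjusted p = 0.000639) in males and 4.83 (SE 0.718, adjusted p = 0.00156) in females, where it missed the threshold. It was highest in LatA, at 13.2 ± 6.68 CPM (SD, n = 6) in males and 9.99 ± 2.87 CPM (SD, n = 5) in females. Between MA and MP its log2FC was 6.15 (SE 0.874, adjusted p = 0.00314) in males and 4.45 (SE 0.985, adjusted p = 0.113) in females, higher in MA in all 11 animals. *Wnt6* was higher in LatP than in MP with a log2FC of 4.24 (SE 0.492, adjusted p = 2.33e-05) in males and 4.82 (SE 0.614, adjusted p = 0.000449) in females. In LatA it was at 49.3 ± 19.7 CPM (SD, n = 6) in males and 44.4 ± 19.7 CPM (SD, n = 5) in females. *Fz4* (XM_023052917.1) was at 31.5 ± 13.8 CPM (SD, n = 6) in male MP and 6.67 ± 1.46 CPM (SD, n = 6) in male MA. Its log2FC between MA and MP was -2.25 (SE 0.285, adjusted p = 0.00183) in males and -2.22 (SE 0.342, adjusted p = 0.0232) in females, lower in MA in all 11 animals and not called in either sex.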

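*Retinal homeobox* (*rx*, chromosome 7, 13056124 to 13098590) was at 41.8 ± 2.68 CPM (SD, n = 6) in male LatA, 13.8 ± 3.91 CPM (SD, n = 6) in male LatP, 40.4 ± 13.6 CPM (SD, n = 5) in female LatA and 3.86 ± 1.37 CPM (SD, n = 5) in female LatP, with 1 male apart from the others in LatA at 36.9 CPM. It was higher in LatA than in LatP in females (log2FC 3.39, SE 0.384, adjusted p = 1.95e-05), while in males the log2FC of 1.6 (SE 0.143, adjusted p = 4.19e-08) was under the fold-change threshold. The difference between the sexes was itself past an adjusted p of 0.05 in the interaction test (log2FC -1.79, SE 0.365, adjusted p = 0.00685). *Cap'n'collar* (*cnc*, XM_023045049.1, chromosome 8, 9067291 to 9117312) was at 49.4 ± 23.3 CPM (SD, n = 6) in male LatA and 2.25 ± 1.88 CPM (SD, n = 6) in male LatP, a log2FC of 4.42 (SE 0.774, adjusted p = 0.000448). In females its log2FC was 6.16 (SE 1.2, adjusted p = 0.00488), past the thresholds with the replicate block (log2FC 7.58, adjusted p = 0.000263). The MA library of male 1 had no *cnc* count, against 50.9 ± 26.6 CPM (SD, n = 6) over all males, and 0.558 CPM of *Sp8*. *Sp8* (chromosome 2, 26571077 to 26750111) was higher in LatA than in LatP, with a log2FC of 5.72 (SE 0.788, adjusted p = 1.99e-05) in males and 4.31 (SE 0.75, adjusted p = 0.00176) in females. In MA it was at 15.2 ± 7.99 CPM (SD, n = 6) in males and 15.5 ± 4.21 CPM (SD, n = 5) in females. The male MA value was at least 54.7-fold above that in MP, with an adjusted p of 0.00173.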

And lastly, (v) we sought to further analyze the functional significance of three of the embryonic head patterning genes already contained within the first group—*retinal homeobox* (*rx*), *cap’n’collar* (*cnc*), and *Sp8*—in the congener species *O. sagittarius.* All three genes share unique expression confined to the anterior head region (Fig. 4g–i), which in *O. sagittarius* contains a unique pair of anterior horns. We sought to evaluate the hypothesis that one or more of these genes may facilitate horn formation or integration specifically within this region.

#### (i) Embryonic head patterning genes are predominantly expressed latently in the post-embryonic dorsal head

The bend and zipper model of coleopteran head development suggests that the anterior most region of the embryo—the ocular region—folds upwards, curls backwards, and then fuses medially to give rise to the dorsal head regions of larvae and, through metamorphosis, the subsequent adult dorsal head [24]. Previous studies have revealed that redeployment and neofunctionalization of embryonic head patterning genes at later developmental time periods can be an important route for morphological innovation [11]. To begin our functional analyses, we first examined our pre-pupal transcriptomes for the presence of embryonic head patterning gene expression—focusing our search on those genes with anterior, ocular expression and/or function during embryogenesis (Additional file 9: Table S4). 

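*Sloppy-paired* (XM_023045958.1, chromosome 11, 34883675 to 34885038) was at 5.52 ± 0.63 CPM (SD, n = 6) in male LatP and 7.28 ± 2.21 CPM (SD, n = 5) in female LatP, at least 19.9-fold and at least 26.2-fold higher than in MP. It was called in both sexes, with an adjusted p of 8.33e-07 in males and 2.93e-05 in females. *Mirror* was lower in LatA than in LatP in males (log2FC -3.7, SE 0.22, adjusted p = 6.51e-11) and in females (log2FC -3.86, SE 0.392, adjusted p = 5.91e-06). In LatP it was at 26.2 ± 5.34 CPM (SD, n = 6) in males and 41.1 ± 15.2 CPM (SD, n = 5) in females.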

Doing so identified nine embryonic head patterning genes, many of which also exhibited distinct patterns of expression among our focal head regions (Fig. 4g–i and Additional file 8: Fig. S5 A-F). However, RNAi-mediated knockdown of each of these nine genes failed to yield observable defects in both the posterior and anterior dorsal head, even though 8/9 gene knockdowns resulted in distinct phenotypes in tissues outside of the head region, often matching findings reported in other studies [25] (Additional file 9: Table S4). The only possible exception was *rx*, one of the three genes with strong expression uniquely confined to the anterior regions, which caused very minor defects in the anterior heads of both males and females, including a slight flattening of anterior margin (arrowheads Fig. 6c, d) and a reduction of the anterior head ridge in females (arrow Fig. 6c, d). These results suggests that, while redeployment of embryonic genes can be a principal route toward innovation in select cases (e.g., *otd* in posterior horns [11]), the predominant pattern among this gene category may be latency—where a majority of embryonic patterning genes maintain expression well into late post-embryonic development, but lack functional roles outside of the embryo. To determine whether such latency might apply also to other gene categories, we next examined sets of genes unrelated to embryonic patterning but instead exhibiting pronounced differential expression in the posterior region of the dorsal head.

#### (ii) Genes with uniquely posterior expression including (iii) two taxon-restricted genes similarly fail to produce defects in the dorsal head

From our lists of differentially expressed genes, we selected thirteen genes that were significantly differentially expressed in the posterior head regions of either male, female, or both sexes, including two genes that qualified as taxon-restricted genes (Additional file 8: Fig. S5 G-M and Additional file 9: Table S4). 

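A serine protease transcript (XM_023064084.1, chromosome 10, 2209460 to 2211397) was at 71.9 ± 14.4 CPM (SD, n = 6) in male LatP and 12.5 ± 10.3 CPM (SD, n = 5) in female LatP. It was lower in LatA than in LatP in males (log2FC -3.21, SE 0.19, adjusted p = 6.51e-11) and not called in females (log2FC -0.68, SE 0.506, adjusted p = 0.609), and the interaction term gave a difference of -2.53 (SE 0.506, adjusted p = 0.00533). The transcript annotated as *cuticular protein 67B* (XM_023056824.1, chromosome 11, 33986895 to 33987605) was at 18.9 ± 20.6 CPM (SD, n = 6) in male LatP, with a log2FC of -5.03 (SE 0.817, adjusted p = 0.000189) between LatA and LatP. In female LatP it was at 0.145 ± 0.111 CPM (SD, n = 5), under the floor of detection of the smallest library. *Mab-21* (XM_023052984.1, chromosome 11, 29922633 to 29924168) was at 21.1 ± 8.28 CPM (SD, n = 6) in male LatP and 30.4 ± 19.1 CPM (SD, n = 5) in female LatP. It was lower in LatA with a log2FC of -5.88 (SE 0.458, adjusted p = 4.15e-09) in males and -4.25 (SE 0.753, adjusted p = 0.00203) in females. The uncharacterized transcript XM_023051322.1 was at 36.5 ± 26.7 CPM (SD, n = 5) in female LatP and 2.21 ± 1.62 CPM (SD, n = 5) in female MP, a log2FC of 4.05 (SE 0.881, adjusted p = 0.0198). In males its log2FC was 1.02 (SE 0.579, adjusted p = 0.415), with 1 male at 0.719 CPM in MP against 10.7 ± 6.09 CPM (SD, n = 6) over all males.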

RNAi-mediated gene knockdown for each gene produced mild lethality and defects in tissues outside the head in some cases, yet no gene knockdown resulted in significant disruptions in the posterior head horns nor in the dorsal head itself (Additional file 9: Table S4). Although we cannot fully exclude functional redundancy or lessened RNAi efficiency in select head regions as contributing factors, these results, too, support the notion that diverse genes with differential expression in the specific dorsal head regions appear to lack a corresponding function in the same region. We speculate that such latent expression could offer important developmental genetic substrate to fuel developmental innovation during head evolution; however, the frequency of recruiting such latently expressed genes toward novel developmental outcomes may be quite low, at least as suggested by our failure to relate differentially expressed genes to functions during head morphogenesis. Thus, we next focused on a category of genes, specifically Wnt signaling, that combines significant differential expression in the dorsal head with known, highly pleiotropic roles across diverse developmental contexts, thus suggesting strong potential toward a possible functional role in the development of this region.

#### (iv) Wnt signaling integrates horn formation within the posterior head of male *O. taurus*

Due to functional redundancy, knocking down Wnt signaling ligands and/or receptors has proven challenging in past studies [26, 27]. We therefore instead targeted two intracellular components of the Wnt signaling pathway: *disheveled* (*dsh*), which acts to activate the Wnt signal, and *axin*, which in turn serves as a Wnt signaling inhibitor [28]. We reasoned that using these tools we should be able to either inhibit the Wnt signal via *dsh*^RNAi^ or over-activate it via *axin*^RNAi^. Knocking down *dsh* in *O. taurus* produces an array of morphological defects in both sexes including reduced wings, legs, antennae, and structures in the first thoracic segment (T1) (red arrowheads Fig. 5a–f and Fig. 5j–o), all of which match previous studies in other insects [29, 30]. Additionally, in males, *dsh*^RNAi^ caused a dramatic duplication of the posterior horn field resulting in pupae with two pairs of large posterior horns (black arrows Fig. 5a–f). In contrast, overactivation of Wnt signaling via *axin*^RNAi^ produced largely opposite effects, causing hyperproliferation of wings and T1 structures in both sexes (red arrowheads Fig. 5g–i and Fig. 5p–r) as well as reducing posterior horns of males to small horn remnants (black arrows Fig. 5h–i). In females, which lack horns, the effects share some similarities but are much less dramatic: *dsh*^RNAi^ causes the female posterior head region to subtly enlarge (black arrows Fig. 5j–o) and *axin*^RNAi^ causes the posterior ridge to shrink (black arrows Fig. 5q–r). In both sexes, *axin*^RNAi^ also caused the anterior lateral regions of the head to be reduced and narrowed (black arrowheads Fig. 5h–i and Fig. 5q–r). Unfortunately, both *dsh*^RNAi^ and *axin*^RNAi^ also severely restricted individuals’ ability to successfully transition from pupae to adults, likely due to the highly pleiotropic nature of Wnt signaling, thus restricting our analysis to pupal phenotypes. Nevertheless, these data suggest that Wnt signaling plays a critical role in shaping the adult posterior dorsal head in both sexes and specifying the location and size of the posterior head regions that will give rise to male horn tissue, thereby influencing overall horn size and position in males.

**Fig. 5.**
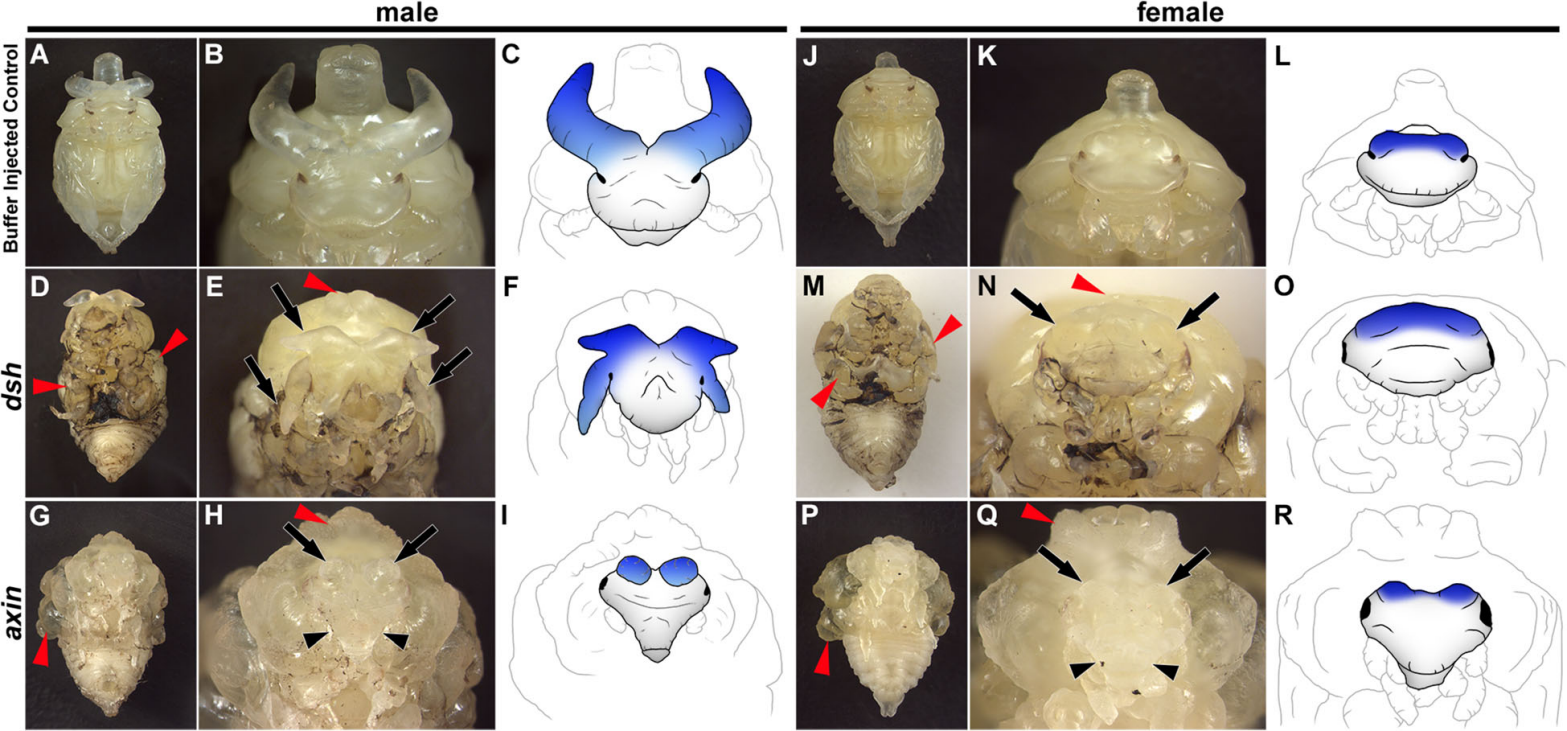
Pupal defects in the dorsal head and cephalic horns induced by RNAi-based manipulation of Wnt signaling. **a**–**i** Male pupae. **a**–**c** Buffer-injected control. **d**–**f** Inhibiting Wnt signal by *dsh* RNAi. *dsh* RNAi causes wings, legs, and T1 horn to be reduced (red arrowhead in **d** and **e**) as well as the posterior head horns to duplicate (arrows in **e** and blue shading in **f**). **g**–**i** Over-activating Wnt signal by *axin* RNAi. *axin* RNAi causes wings and T1 horn to hyper-proliferate (red arrowhead in **g** and **h**), results in a reduction of the anterior region of the head (black arrowhead in **h**), and reduces the posterior horns to small horn remnants (arrows in **h** and blue shading in **i**). **j**–**r** Female pupae. **j**–**l** Buffer-injected control. **m**–**o** Inhibiting Wnt signal by *dsh* RNAi. *dsh* RNAi causes wings, legs, and T1 horn to be reduced (red arrowhead in **m** and **n**) and the posterior ridge to enlarge (arrows in **n** and blue shading in **o**). **p**–**r** Over-activating Wnt signal by *axin* RNAi. *axin* RNAi causes wings and T1 horn to hyper-proliferate (red arrowhead in **p** and **q**) and and reduces both the anterior region of the head (black arrowhead in **q**) as well as the posterior ridge (arrows in **q** and blue shading in **r**). Cartoons in **c**, **f**, **i**, **l**, **o**, and **r** are drawn directly from the images in **b**, **e**, **h**, **k**, **n** and **q**, respectively

While head horns constitute an evolutionary novelty, the patterning role of Wnt signaling discovered here may be more conserved: recent work by Magri et al. shows that inhibiting Wnt signaling in the medial/dorsal head of adult *Drosophila* can expand the lateral compound eye into the medial/dorsal domain, resulting in a phenotype that parallels the expansion of the horn forming posterior region we have described here [31]. Further, the authors show that this lateral expansion is caused by a mechanism that relies on a gene network involving *otd*, *eyeless*, *hh*, and *dpp*, all of which function to grow and pattern the medial head domain of flies including ocelli, conserved single lensed eyes secondarily lost in almost all beetles [31, 32]. Intriguingly, *otd*, *hh*, and *dpp* are also critical for horn specification and positioning in *O. taurus* [11, 22, 33]. Combined, these findings suggest the existence of a network ancestral to at least flies and beetles that delineates lateral from medial adult head regions and the proper positioning of structures therein, such as ocelli. The positioning of novel head horns thus appears to rely on this conserved patterning machinery, thereby facilitating their integration within the head without disrupting the ancestral, head patterning role of Wnt signaling.

#### (v) *retinal homeobox* (*rx*), *cap’n’collar* (*cnc*), and *Sp8* exhibit highly species-specific roles in patterning the anterior head, including the integration of unique anterior head horns

Lastly, we sought to re-analyze the functional significance of three of the embryonic head patterning genes that exhibited unique anterior-region-specific expression in the congener *O. sagittarius*, a unique species that evolved a unique pair of horns in the anterior head. Recall that of those three genes, *rx*, *cnc*, and *Sp8*, only *rx*^RNAi^ resulted in minor defects in the anterior head of *O. taurus*, whereas neither *cnc*^RNAi^ nor *Sp8*^RNAi^ produced any defects in the anterior head of either sex detectable by us (Fig. 6e–h), even though we did detect significant knockdown phenotypes in other tissues including labrum (Additional file 10 Fig. S6) and legs (Additional file 11 Fig. S7). In contrast, in male *O. sagittarius*, RNAi targeting *rx*, *cnc*, or *Sp8* strongly reduces the size of anterior head horns (arrows in Fig. 6i, k, m, and o). Additionally, *rx*^RNAi^ and *cnc*^RNAi^ also caused head defects along the anterior margin of the head in both sexes (arrowheads Fig. 6k–n). At the same time, none of the knockdowns caused any irregularities in the formation of the medial *posterior* horn unique to *female O. sagittarius* (Fig. 6j, l, n, and p), yet generated the same labral and leg phenotypes noted above for *O. taurus* (Additional file 10: Fig. S6 and Additional file 11 Fig. S7). These results suggest that *rx*, *cnc*, or *Sp8* may be expressed robustly in the anterior head of multiple *Onthophagus* species, but may diverge rapidly in their functional significance, able to support the formation and integration of novel structures within the anterior head region in select species and sexes.

**Fig. 6.**
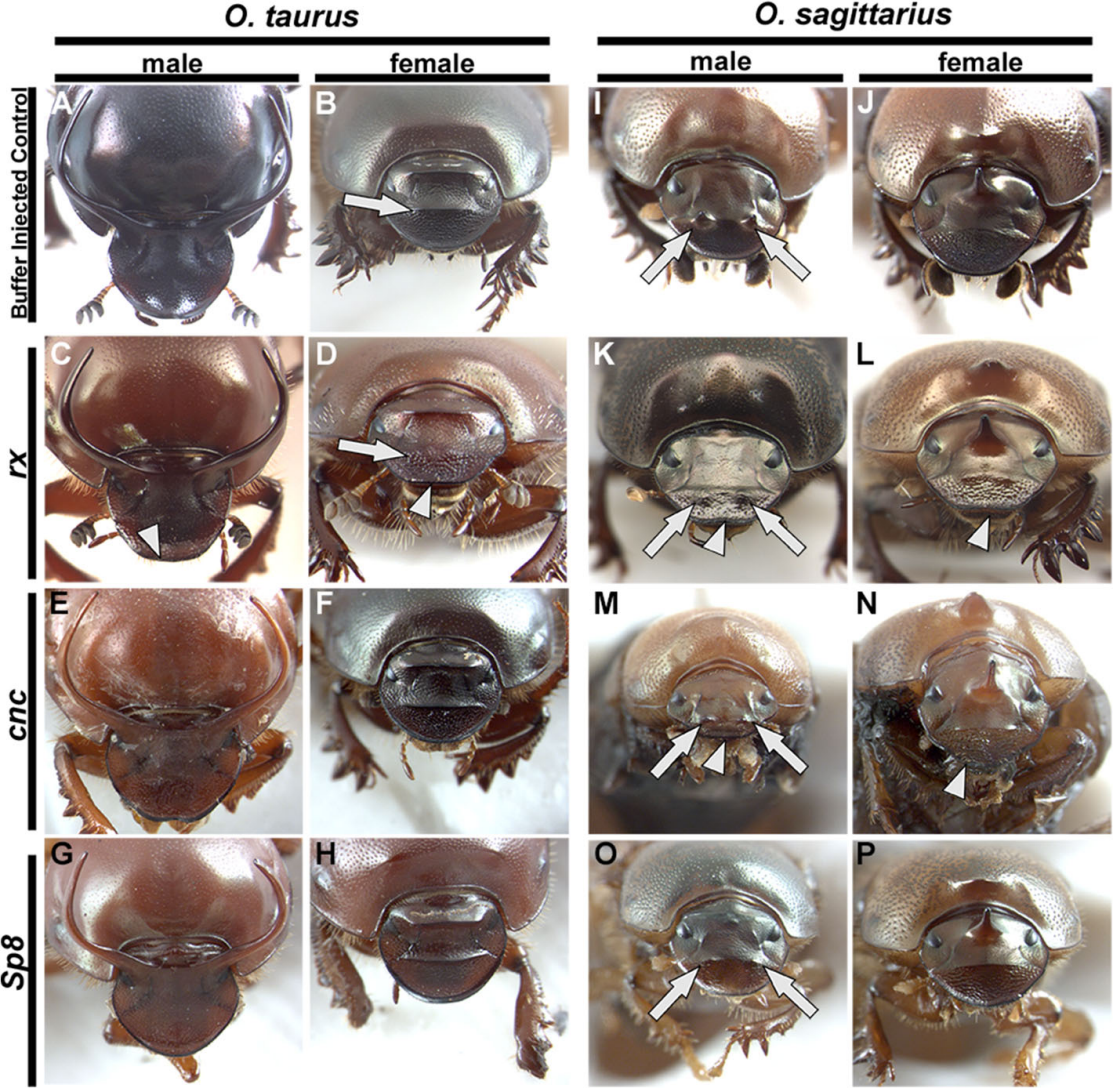
RNAi of candidate anterior head patterning genes causes varying defects in the anterior heads of two *Onthophagus* species. **a**–**h***Onthophagus taurus* anterior head gene RNAi. **a**, **b** Buffer-injected controls showing the regularly formed anterior ridge in females (arrow in **b**). **c**, **d***rx* RNAi. *rx* RNAi causes irregularities in the anterior head margin of males and females (arrowheads) and a reduction of the anterior head ridge in females (arrow in **d**). **e**, f *cnc* RNAi. **g**, **h***sp8* RNAi. Neither *cnc* nor *sp8* RNAi causes irregularities in the anterior dorsal head. **i**–**p***O. sagittarius* anterior head gene RNAi. **i**, **j** Buffer-injected controls showing the regularly formed pair of anterior head horns in males (arrows in **i**). **k**, **l***rx* RNAi. *rx* RNAi causes irregularities in the anterior head margin of both males and females (arrowheads) and a strong reduction of anterior head horns in males (arrows in **k**) without affecting the medial posterior horn of females (**l**). **m**, **n***cnc* RNAi. *cnc* RNAi causes irregularities in the anterior head margin of both males and females (arrowheads) and a reduction of anterior head horns in males (arrows in M) but without affecting the medial posterior horn of females (**n**). **o**, **p***sp8* RNAi. *sp8* RNAi causes a reduction of anterior head horns in males (arrows in **o**) yet does not affect the medial posterior horn of females (**p**)

At least three, mutually non-exclusive scenarios may explain these findings: first, it is possible our RNAi experiments were simply too weak to produce defects in *O. taurus* dorsal heads. However, this explanation appears unlikely as we were able to document strong RNAi phenotypes in tissues outside the dorsal head for all our knockdowns which matched previously published results [25, 34]. Alternatively, all three genes may have been ancestrally tasked with anterior head patterning roles, and these functions, but not expression, have been secondarily lost in *O. taurus.* Lastly, all three genes are latently expressed, but non-functional, in the anterior head of *O. taurus* and possibly many other species, but have been recruited uniquely in *O. sagittarius* to facilitate the integration of the species-specific, novel head horns within the anterior head. Although we presently lack the phylogenetic resolution to confidently distinguish between the second and third scenarios, it is worth noting that *rx* is functionally required for the formation of the adult anterior head (clypeus and labrum) in *Drosophila* and that both *rx* and *Sp8* function in the anterior head and head horn formation of the adult rhinoceros beetle, *Trypoxylus dichotomus* [21, 35]. These observations are consistent with deeply ancestral developmental roles of all these genes and thus suggest a secondary loss in *O. taurus*. However, it is also critical to emphasize that as a cyclorrhaphan fly *Drosophila* possesses a unique and highly derived mode of head patterning not found in any other group of insects—and that *Trypoxylus* bears a head horn that forms not just from a specific head region, but instead derives from nearly the entire dorsal head epithelium. As such, it is equally conceivable that the function of *rx* and *Sp8* in the anterior head of *Trypoxylus* constitute examples of convergent utilization of latent expression of the same genes as in *O. sagittarius*, to facilitate similar phenotypes in similar locations. Clearly, further resolution will necessitate additional comparative work in coleopteran species that lack head horns or other unique head-derived morphologies.

## Conclusions

### Embryonic head patterning genes as a source for post-embryonic head innovations

Previous work has identified several genes and pathways critical to the formation of head horns. However, the vast majority of these studies identified phenotypes consistent with a role in the regulation of relative horn size or the sex-specific expression of horns (reviewed in [36]). In contrast, our understanding of the mechanisms that position and integrate head horns within the remainder of the dorsal head have remained highly incomplete, with only two studies providing partial insights so far. Busey et al. used an ablation fate mapping approach to relate larval to adult head morphologies and found that posterior horns are positioned along the boundary between the clypeo-labral and ocular segments, i.e., segments established early during embryonic head development [17]. In a follow-up study, Zattara et al. were able to show that one of the patterning genes critical for establishing said boundary during embryogenesis—*otd*—has been repurposed during late larval development to pattern the medial dorsal head. *otd*^RNAi^ phenotypes reported by Zattara et al. included a reduction or loss of posterior head horns, the expression of ectopic horns in more anterior locations, and—curiously—the induction of ectopic medial compound eyes [11, 37]. Collectively, the results of these two studies motivated the suspicion that the positioning and integration of horns within the posterior head may be enabled by the repurposing of genes and developmental processes already involved in patterning the corresponding regions during earlier developmental stages, and in addition may to some degree involve network components ancestrally associated with the induction and positioning of eyes including ocelli. The results presented in this study advance and nuance these notions significantly. Specifically, our results provide further confirmation that embryonic head patterning genes frequently maintain expression within the dorsal head across development, but in almost all cases do not appear to carry out a morphogenetic function within this region. Widespread latent expression could thus indeed act as a developmental scaffold for morphological innovation, with large suites of genes with region-specific expression available for corresponding region-specific repurposing—as we show for anterior patterning genes in *O. sagittarius* and have shown previously for *otd* [11]. Nevertheless, the frequency of this repurposing may not be as common as originally envisioned.

### Alternative developmental routes to morphological innovation?

A large body of work supports the significance of recruitment and redeployment of genes and pathways outside their ancestral developmental context as a major route toward morphological innovation (reviewed in [38, 39]). More recent work also suggests that the partial use of pre-existing serial homologs can be a critical source of major morphological innovation. While this route violates the most commonly used definition of what constitutes a true morphological novelty (absence of homology and homonomy; sensu [15]), recent work on the role of wing serial homologs in particular in fueling an enormous range of morphological diversity has called into question the usefulness of defining morphological novelty in such a stringent way [40]. The present study investigated the evolutionary origins of head horn integration in *Onthophagus*, a text book example of an evolutionary novelty, and finds no convincing evidence that would support the existence of a horn-forming module of genes expressed in male posterior heads only. Instead, our candidate gene screen identified embryonic head patterning genes and the evolutionarily ancient and developmentally widespread Wnt signaling pathway, as critical components of anterior and posterior head horn integration, respectively. Yet both Wnt signaling and the expression of embryonic patterning genes so far implicated in horn integration reflect developmental features already present in the dorsal head of arthropods prior to the evolution of horned beetles. This suggests that horn integration is made possible through the sex-biased regulation of a pre-existing transcriptional repertoire. This raises interesting similarities but also differences to horns present on the *Onthophagus* thorax. In this body segment, horns are generated in both males and females at the pupal stage, but then secondarily reabsorbed in one or both sexes, depending on species [41]. Furthermore, thoracic horn formation depends on the use of a gene network ancestrally tasked with forming wing serial homologs on reiterated body segments [40]. In contrast, head horns do not show any evidence of serial relationships to tissues on other body segments and are never resorbed once formed [42]. However, head horn formation does appear to rely on gene networks that have ancestrally been tasked with fundamental aspects of head patterning, albeit at alternate developmental time points such as the embryo. Thus, evolutionary novelty as it manifests through *Onthophagus* head horns appears to rely developmentally on the re-use of a genetic network that is (i) ancestrally prepositioned in the head, (ii) shared between sexes, but (iii) able to facilitate radically divergent developmental outcomes in males and females. If correct, these findings further reinforce the call to reassess the usefulness of defining evolutionary innovation as a process occurring somehow in the absence of homology. Instead, our work underscores how significant morphological innovation in developmental evolution need not require the recruitment of new genes, pathways, or gene networks but instead may be scaffolded by pre-existing developmental machinery.

## Materials and methods

### Beetle care

Adult beetles were collected around Durham, North Carolina, and Busselton, Western Austrialia (*O. taurus*), and Imbil, Queensland, Australia (*O. sagittarius*) to establish laboratory colonies. Beetles were reared as described previously [43, 44].

### Sample preparation and RNA extraction

Individual pre-pupae were phenotyped, imaged, and weighed during the final 6 h before pupation. Six male and six female larvae weighing over 130 mg from each group were used for tissue dissection and total RNA extraction. Each larva was rinsed with RNAse-free distilled water, submerged in 0.1% Triton-X in phosphate-buffered saline, and dissected. First, we removed the outer larval cuticle revealing the internal developing pupae. The entire head of the pupae was isolated and gently flushed with a pipette. The dorsal head was then cut out and any remnants of dorsal eye tissue, anterior labrum, and sub-epithelial tissues (brain, muscle, etc.) were carefully removed leaving only a single layer of epithelial cells. From this tissue, we then cut the sheet of cells into six distinct regions using morphological markers as guidelines (Additional file 1: Fig. S1). All tissue samples were immediately placed in ice-cold RNAlater (AM7020, Thermo Fisher Scientific) and stored at − 80 °C until further processing. After thawing to 4 °C, tissues were homogenized with disposable polypropylene RNase-free pestles, and total RNA was extracted using the RNeasy Plus Micro kit (74034, Qiagen) following the manufacturer’s instructions.

### Library construction and high-throughput sequencing

Total RNA was quality checked using an Agilent 2200 TapeStation system with an RNA ScreenTape Assay and quantified with a Quant-iT RiboGreen Assay Kit (Thermo Fisher). A total of 66 (six tissues × six biological replicates (males) and five biological replicates (females)) RNA Stranded RNA sequencing libraries were constructed using the TruSeq Stranded mRNA Sample Preparation Kit (Illumina, San Diego, CA) according to the manufacturer’s instructions. A sixth replicate was initially prepared for females; however, this sample was dropped due to issues during mapping. Libraries were quantified using a Quant-iT DNA Assay Kit (Thermo Fisher), pooled in equal molar amounts, and sequenced as single-end reads using a 75-cycles High kit on the NextSeq500 platform (Illumina, San Diego, CA). Resulting reads were cleaned using Trimmomatic version 0.32 [45] to remove adapter sequences and perform quality trimming. Trimmomatic was run with the following parameters: “2:30:10 LEADING:5 TRAILING:5 SLIDINGWINDOW:4:20 MINLEN:36.” The trimmed reads were mapped against the NCBI *O. taurus* genome v2.0 gene models using bowtie2 (v2.3.2) [46] and then quantified with rsem (v1.3.0) [47] using Trinity’s (v2.4.0) [48] built in “align_and_estimate_abundance” and “abundance_estimates_to_matrix” tool. See Additional file 2: Fig. S2 for sample correlation and Additional file 12: Table S5 for within replicate correlation. All data have been deposited via NCBI Gene Expression Omnibus (GEO) with the accession number GSE136677.

### Differential expression analyses

To explore expression differences between *O. taurus* head regions as well as differences across sexes, we tested for differential gene expression using the R package DESeq2 [49] that, in a pairwise fashion, employs negative binomial modeling and adjusts for multiple testing using the Benjamini–Hochberg method using Trinity v2.4.0’s run_DE_analysis.pl, analyze_diff_expr.pl, and define_clusters_by_cutting_tree.pl perl scripts. For all contrasts, a false discovery rate *P* value cutoff of less than 0.001 and a log2FoldChange greater than 2 were used.

### Cloning and sequencing of *O. taurus* and *O. sagittarius* candidate genes

*Onthophagus* orthologs of candidate genes were identified by reciprocal BLAST to *Tribolium* and *Drosophila* databases. Corresponding DNA sequences were retrieved from existing *Onthophagus* genomic as well as transcriptomic databases. DNA fragments of a subset of candidate genes were then amplified through polymerase chain reaction (PCR) from existing complimentary DNA (cDNA) libraries (see Additional file 13: Table S6 for primer sequences), cloned into pCR 4-TOPO vector (pCR 4-TOPO-TA cloning kit, Invitrogen), and confirmed by resequencing. DNA fragments of the remaining candidate genes were synthesized from gBlocks Gene Fragments (Integrated DNA Technologies).

### dsRNA synthesis and injection

dsRNA was synthesized as previously described [50]. Briefly, the template for dsRNA synthesis was amplified through PCR by using TOPO-RNAi primer (for genes cloned into pCR 4-TOPO vector) or gene-specific primer fused with a T7 promoter sequence at their 5′ end (for genes synthesized by gBlocks Gene Fragments). The resulting template was used for dsRNA synthesis using MEGAscript T7 transcription kit (Invitrogen). The synthesized dsRNA products were purified using MEGAclear Kit (Invitrogen) and eluted with nuclease-free water. The concentration of dsRNA was measured using NanoDrop 1000 (Thermo Scientific). Injection was carried out at the last larval stage as described before [13]. Control animals were injected with injection buffer and kept at the same condition with dsRNA-injected animals. See Table Additional file 9: S4 for detailed injection statistics.

### Identification of putative taxon-restricted genes

To identify putative *Onthophagus taurus* taxon-restricted genes, we used BLAST (BLASTp) to align all the *O. taurus* NCBI annotated RefSeq proteins to all amino acid sequences from *Tribolium castaneum* [51, 52]. We then repeated this BLAST to all amino acid sequences from *Drosophila melanogaster*. From these two sets of BLASTs, we compiled all *O. taurus* proteins which did not produce a significant hit (hits with an *e* value greater than 1 × 10^−5^). Combining these steps produced a list of 1168 proteins. We then took this list and performed a final BLAST to the NCBI non-redundant protein database. We removed results where the BLAST hit was to an *O. taurus* protein (every protein had at least one hit—to itself—in *O. taurus*). Finally, we removed proteins with significant (*e* value below 1 × 10^−5^) hits to other species in the nr database. The remaining list of proteins/genes (774) represented putative taxon-restricted genes representing 3.6% of the genome (at its current level of annotation). We then cross-referenced this list to our list of differentially expressed genes in our RNAseq experiment (Additional file 3: Table S1).

## Supplementary information

**Additional file 1 : Figure S1.** Progression of the dissection protocol used to harvest six distinct regions from the dorsal head epithelium. (A) Pre-pupal larva just prior to pupation was cut along the dorsal midline (red line). (B) The partially formed pupa was removed from inside the larval cuticle and the head and part of the first thoracic segment was cut away (red line) and rinsed using a pipette. (C) The dorsal head region was removed (red line). (D) In early practice samples (prior to harvesting of RNA), head epithelium was briefly stained with DAPI to check for intact epithelial cells undamaged by dissection. (E) Extra tissues such as lateral dorsal eyes and anterior labrum were removed (red lines and compare E to F). (F) The dorsal head was cleaned and cut into six distinct regions: three posterior regions and three anterior (red lines) using sutures and tissue folds (as well as general morphology) to guide cuts. (G) The final six tissues from which RNA was harvested. Male tissue is shown in all panels revealing the partially formed posterior horns (asterisks in C, E, F, and G). The same protocol was used for female samples (not shown).

**Additional file 2 : Figure S2.** Sample correlation heatmap and sample clustering tree generated from a log2-transformed standardized expression matrix of differentially expressed transcripts. (A) Male. (B) Female.

**Additional file 3 : Table S1**. Differentially expressed genes and general analyses for all tissues examined by RNAseq.

**Additional file 4 : Figure S3.** Raw output of partitioning differentially expressed genes into expression clusters. (A-D) Male expression clusters. (A) Genes up-regulated in the entire posterior and down-regulated in the entire anterior. (B) Genes up-regulated in the entire anterior and down-regulated in the entire posterior. (C) Genes up-regulated in the medial posterior. (D) Genes down-regulated in the medial posterior. (E-G) Female expression clusters. (E) Genes up-regulated in the entire posterior and down-regulated in the entire anterior. (F) Genes up-regulated in the entire anterior and down-regulated in the entire posterior. (G) Genes up-regulated in the lateral posterior. For all panels the y-axis is centered log2 expression (fpkm+ 1) and the x-axis shows each tissue and the replicates within the tissue. The line graph shows individual gene expression (light gray lines) and average expression across all genes (blue lines). The number of genes present in each cluster is shown in parentheses at the top right of each panel.

**Additional file 5 : Table S2.** Lateral posterior core genes.

**Additional file 6 : Table S3**. Medial posterior core genes.

**Additional file 7 : Figure S4.** Expression of candidate head and horn patterning genes. (A) *otd1*. (B) *otd2*. (C) *hh*. (D) *six3*. (E) *wg*. (F) *wnt7*. (G) *fz4*. (H) *rx*. (I) *cnc*. (J) *sp8*. For all panels the y-axis is average expression (average across replicates) in transcripts per million (TPM) and the x-axis is the tissue: left (L), right (R), and medial (M) anterior (A) and posterior (P) in both males (green bars) and females (purple bars). Error bars are standard error of the mean.

**Additional file 8 Figure S5.** Relative expression of candidate head and horn patterning genes. (A-F) Embryonic head patterning genes. (A) *sloppy-paired*. (B) *mirror*. (C) *lim1*. (D) *mex3*. (E) *knirps*. (F) *crocodile*. (G-K) Genes with posterior unique head expression. (G) Genes unique to the entire male posterior head region. (H) Genes unique to the lateral posterior head regions of males. (I) Genes unique to the entire female posterior head region. (J) Genes unique to the lateral posterior head regions of females. (K) Genes unique to the medial posterior region of males and females. (L-M) Taxon-restricted genes. (L) Taxon-restricted gene unique to entire male posterior head region. (M) Taxon-restricted gene unique to both male and female posterior head region. Expression of each gene/category is relative and heat-map intensity cannot be extrapolated to between-gene comparisons.

**Additional file 9: : Table S4.** Injection statistics.

**Additional file 10 : Figure S6.** Disruption in the formation of the labrum by anterior head patterning gene RNAi. (A-H) *O. taurus* anterior head gene RNAi. (A-B) Buffer injected controls showing the regularly formed labrum from the dorsal (A) and ventral (B) view. (C-D) *rx* RNAi. (E-F) *cnc* RNAi. (G-H) *sp8* RNAi. Each knockdown causes varying irregularities in the distal margin (arrowheads), the proximal region (arrows), and the pigmentation patterns (asterisks). (I-P) *O. sagittarius* anterior head gene RNAi. (I-J) Buffer injected controls showing the regularly formed labrum from the dorsal (I) and ventral (J) view. (K-L) *rx* RNAi. (M-N) *cnc* RNAi. (O-P) *sp8* RNAi. Each knockdown causes varying irregularities in the distal margin (arrowheads), the proximal region (arrows), and the pigmentation patterns (asterisks). Note that part of the labrum was slightly damaged in sp8 RNAi dissection (open arrowhead in O and P) and does not reflect irregularities caused by gene knockdown.

**Additional file 11 : Figure S7.***sp8* RNAi causes severe leg defects. (A-B) *O. taurus sp8* RNAi. (A) Buffer injected control. (B) *sp8* RNAi. (C-D) *O. sagittarius sp8* RNAi. (C) Buffer injected control. (D) *sp8* RNAi. *sp8* RNAi in both species causes severe irregularities in the first, second, and third thoracic segment legs (arrows).

**Additional file 12 : Table S5**. Biological replicate correlation statistics.

**Additional file 13 : Table S6**. Primers.

## Data Availability

The raw and processed RNAseq data have been deposited via NCBI Gene Expression Omnibus (GEO) with the accession number GSE136677 [53].

## References

[1] Raff RA. The shape of life: genes, development, and the evolution of animal form. Chicago: University of Chicago Press; 1996.

[2] Wagner GP. Homology, genes, and evolutionary innovation. Princeton: Princeton University Press; 2014.

[3] Wagner A. The origins of evolutionary innovations: a theory of transformative change in living systems. New York: Oxford University Press; 2011.

[4] Minelli A (2003). The development of animal form: ontogeny, morphology and evolution by.

[5] Snodgrass R (1935). Principles of insect morphology.

[6] Scholtz G, Edgecombe GD. The evolution of arthropod heads: reconciling morphological, developmental and palaeontological evidence. Dev Genes Evol. 2006;216:395–415.10.1007/s00427-006-0085-416816969

[7] Holland P, Ingham P, Krauss S. Mice and flies head to head. Nature. 1992;358:627–28.10.1038/358627a01353864

[8] Held LI (2017). Deep homology?: uncanny similarities of humans and flies uncovered by evo-devo.

[9] Grimaldi D, Engel MS. Evolution of the insects. Cambridge: Cambridge University Press; 2005.

[10] Posnien N, Schinko JB, Kittelmann S, Bucher G. Genetics, development and composition of the insect head - a beetle’s view. Arthropod Struct Dev. 2010;39:399–410.10.1016/j.asd.2010.08.00220800703

[11] Zattara EE, Busey HA, Linz DM, Tomoyasu Y, Moczek AP (2016). Neofunctionalization of embryonic head patterning genes facilitates the positioning of novel traits on the dorsal head of adult beetles. Proc Biol Sci.

[12] Emlen DJ, Marangelo J, Ball B, Cunningham CW. Diversity in the weapons of sexual selection: horn evolution in the beetle genus Onthophagus (Coleoptera: Scarabaeidae). Evolution. 2005;59:1060–84.16136805

[13] Moczek AP, Rose D (2009). Differential recruitment of limb patterning genes during development and diversification of beetle horns. Proc Natl Acad Sci.

[14] Moczek AP, Rose D, Sewell W, Kesselring BR. Conservation, innovation, and the evolution of horned beetle diversity. Dev Genes Evol. 2006;216:655–65.10.1007/s00427-006-0087-216773338

[15] Muller GB, Wagner GP. Novelty in evolution: restructuring the concept. Annu Rev Ecol Syst. 1991;22:229–56.

[16] Moczek AP. The evolution and development of novel traits, or how beetles got their horns. Bioscience. 2005;55:937.

[17] Busey HA, Zattara EE, Moczek AP. Conservation, innovation, and bias: embryonic segment boundaries position posterior, but not anterior, head horns in adult beetles. J Exp Zool Part B Mol Dev Evol. 2016;326:271–9.10.1002/jez.b.2268227381037

[18] Kijimoto T, Pespeni M, Beckers O, Moczek AP. Beetle horns and horned beetles: emerging models in developmental evolution and ecology. Wiley Interdisciplinary Reviews: Developmental Biology. 2013;2;405–18.10.1002/wdev.81PMC369460723799584

[19] Moczek AP. The origin and diversification of complex traits through micro- and macroevolution of development. Insights from horned beetles. Current Topics in Developmental Biology. 2009;86;135–62.10.1016/S0070-2153(09)01006-019361692

[20] Kijimoto T, Andrews J, Moczek AP. Programed cell death shapes the expression of horns within and between species of horned beetles. Evol Dev. 2010;12:449–58.10.1111/j.1525-142X.2010.00431.x20883214

[21] Ohde T, Morita S, Shigenobu S, Morita J, Mizutani T, Gotoh H, et al. Rhinoceros beetle horn development reveals deep parallels with dung beetles. PLoS Genet. 2018;14(10):e1007651.10.1371/journal.pgen.1007651PMC617179230286074

[22] Kijimoto T, Moczek AP. Hedgehog signaling enables nutrition-responsive inhibition of an alternative morph in a polyphenic beetle. Proc Natl Acad Sci. 2016;113:5982–7.10.1073/pnas.1601505113PMC488938527162357

[23] Santos ME, Le Bouquin A, Crumiere AJJ, Khila A. Taxon-restricted genes at the origin of a novel trait allowing access to a new environment. Science. 2017;358:386–90.10.1126/science.aan274829051384

[24] Posnien N, Bucher G. Formation of the insect head involves lateral contribution of the intercalary segment, which depends on Tc-labial function. Dev Biol. 2010;338:107–16.10.1016/j.ydbio.2009.11.01019913530

[25] Linz DM, Hu Y, Moczek AP. The origins of novelty from within the confines of homology: the developmental evolution of the digging tibia of dung beetles. Proc R Soc B Biol Sci. 2019;286.10.1098/rspb.2018.2427PMC640860230963933

[26] Bolognesi R, Farzana L, Fischer TD, Brown SJ. Multiple Wnt genes are required for segmentation in the short-germ embryo of *Tribolium castaneum*. Curr Biol. 2008;18:1624–9.10.1016/j.cub.2008.09.057PMC260332718926702

[27] Bolognesi R, Beermann A, Farzana L, Wittkopp N, Lutz R, Balavoine G, et al. Tribolium Wnts: evidence for a larger repertoire in insects with overlapping expression patterns that suggest multiple redundant functions in embryogenesis. Dev Genes Evol. 2008;218:193–202.10.1007/s00427-007-0170-3PMC320673818392880

[28] Logan CY, Nusse R (2004). The Wnt signaling pathway in development and disease. Annu Rev Cell Dev Biol.

[29] Clark-Hachtel CM, Linz DM, Tomoyasu Y. Insights into insect wing origin provided by functional analysis of vestigial in the red flour beetle, *Tribolium castaneum*. Proc Natl Acad Sci. 2013;110:16951–6.10.1073/pnas.1304332110PMC380105924085843

[30] Wasik BR, Moczek AP. pangolin expression influences the development of a morphological novelty: beetle horns. Genesis. 2012;50:404–14.10.1002/dvg.20814PMC331412321998033

[31] Magri MS, Dominguez-Cejudo MA, Casares F. Wnt controls the medial-lateral subdivision of the Drosophila head. Biol Lett. 2018;14.10.1098/rsbl.2018.0258PMC608322130045903

[32] Domınguez-Cejudo MA, Casares F (2015). Anteroposterior patterning of Drosophila ocelli requires an anti-repressor mechanism within the hh pathway mediated by the Six3 gene Optix. Dev..

[33] Wasik BR, Moczek AP. Decapentaplegic (dpp) regulates the growth of a morphological novelty, beetle horns. Dev Genes Evol. 2011;221:17–27.10.1007/s00427-011-0355-721399983

[34] Schaeper ND, Prpic N-M, Wimmer EA (2009). A conserved function of the zinc finger transcription factor Sp8/9 in allometric appendage growth in the milkweed bug Oncopeltus fasciatus. Dev Genes Evol.

[35] Davis RJ, Tavsanli BC, Dittrich C, Walldorf U, Mardon G. Drosophila retinal homeobox (drx) is not required for establishment of the visual system, but is required for brain and clypeus development. Dev Biol. 2003;259:272–87.10.1016/s0012-1606(03)00201-x12871701

[36] Casasa S, Schwab DB, Moczek AP (2017). Developmental regulation and evolution of scaling: novel insights through the study of Onthophagus beetles. Curr Opin Insect Sci.

[37] Zattara EE, ALM M, Busey HA, Moczek AP. Development of functional ectopic compound eyes in scarabaeid beetles by knockdown of orthodenticle. Proc Natl Acad Sci U S A. 2017;114:12021–6.10.1073/pnas.1714895114PMC569259829078401

[38] True JR, Carroll SB. Gene co-option in physiological and morphological evolution. Annu Rev Cell Dev Biol. 2002;18:53–80.10.1146/annurev.cellbio.18.020402.14061912142278

[39] Moczek AP. On the origins of novelty in development and evolution. BioEssays. 2008;30:432–47.10.1002/bies.2075418404691

[40] Hu Y, Linz DM, Moczek AP. Beetle horns evolved from wing serial homologs. Science. 2019;366:1004–7.10.1126/science.aaw298031754001

[41] Moczek AP, Cruickshank TE, Shelby A. When ontogeny reveals what phylogeny hides: gain and loss of horns during development and evolution of horned beetles. Evolution. 2006;60:2329.17236424

[42] Moczek AP. Pupal remodeling and the evolution and development of alternative male morphologies in horned beetles. BMC Evol Biol. 2007;7.10.1186/1471-2148-7-151PMC211702017727716

[43] Choi JH, Kijimoto T, Snell-Rood E, Tae H, Yang Y, Moczek AP, et al. Gene discovery in the horned beetle *Onthophagus taurus*. BMC Genomics. 2010;11.10.1186/1471-2164-11-703PMC301923321156066

[44] Kijimoto T, Costello J, Tang Z, Moczek AP, Andrews J. EST and microarray analysis of horn development in Onthophagus beetles. BMC Genomics. 2009;10:504.10.1186/1471-2164-10-504PMC277720119878565

[45] Bolger AM, Lohse M, Usadel B (2014). Trimmomatic: a flexible trimmer for Illumina sequence data. Bioinformatics..

[46] Langmead B, Salzberg SL (2012). Fast gapped-read alignment with Bowtie 2. Nat Methods.

[47] Li B, Dewey CN (2011). RSEM: accurate transcript quantification from RNA-Seq data with or without a reference genome. BMC Bioinformatics.

[48] Haas BJ, Papanicolaou A, Yassour M, Grabherr M, Blood PD, Bowden J (2013). De novo transcript sequence reconstruction from RNA-seq using the Trinity platform for reference generation and analysis. Nat Protoc.

[49] Love MI, Huber W, Anders S (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol.

[50] Philip BN, Tomoyasu Y (2011). Gene knockdown analysis by double-stranded RNA injection. Methods Mol Biol.

[51] Altschul SF, Gish W, Miller W, Myers EW, Lipman DJ (1990). Basic local alignment search tool. J Mol Biol.

[52] Camacho C, Coulouris G, Avagyan V, Ma N, Papadopoulos J, Bealer K, et al. BLAST+: architecture and applications. BMC Bioinformatics. 2009;10.10.1186/1471-2105-10-421PMC280385720003500

[53] Linz DM, Moczek AP. Exploring the integration of innovation in the dorsal head of Onthophagus beetles using head compartment-specific RNAseq. Dataset accession GSE136677. Gene Expression Omnibus (GEO). 2020. https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE136677. Accessed 1 Jan 2020.

# Supplementary material for: Integrating evolutionarily novel horns within the deeply conserved insect head
**Source:** BMC Biol. 2020 Apr 20;18:41. doi: 10.1186/s12915-020-00773-9
**Supplement:** Supplementary file 6 — Additional file 6 : Table S3. Medial posterior core genes.

| Accession      | Core Gene Category              | <i>Drosophila</i> Best hit                             |
|----------------|---------------------------------|--------------------------------------------------------|
| XM_023060389.1 | F_MP & M_MP "core genes"        | C15                                                    |
| XM_023056593.1 | F_MP & M_MP "core genes"        | uncharacterized protein                                |
| XM_023063195.1 | F_MP "female-unique core genes" | 5-hydroxytryptamine (serotonin) receptor 2A, isoform D |
| XM_023046186.1 | F_MP "female-unique core genes" | uncharacterized protein*                               |
| XM_023064396.1 | M_MP "male-unique core genes"   | muscle protein 20, isoform C                           |
| XM_023064401.1 | M_MP "male-unique core genes"   | muscle LIM protein at 84B, isoform B                   |
| XM_023055299.1 | M_MP "male-unique core genes"   | ejaculatory bulb protein III, isoform A                |
| XM_023060525.1 | M_MP "male-unique core genes"   | uncharacterized protein, isoform C                     |
| XM_023058740.1 | M_MP "male-unique core genes"   | myofilin, isoform E                                    |
| XM_023044825.1 | M_MP "male-unique core genes"   | tropomyosin 2, isoform B                               |
| XM_023046178.1 | M_MP "male-unique core genes"   | uncharacterized protein                                |
| XM_023053748.1 | M_MP "male-unique core genes"   | uncharacterized protein, isoform B                     |
| XM_023049599.1 | M_MP "male-unique core genes"   | troponin C at 47D, isoform A                           |

\*putative taxon-restricted gene

# Supplementary material for: Integrating evolutionarily novel horns within the deeply conserved insect head
**Source:** BMC Biol. 2020 Apr 20;18:41. doi: 10.1186/s12915-020-00773-9
**Supplement:** Supplementary file 9 — Additional file 9: : Table S4. Injection statistics.

| Selection Criteria               | Accession/Gene Identifier              | Region of Expression | Drosophila Best Hit        | Species Injected      | Stage Injected | Concentration of dsRNA | Injected Total | Lethality |    |    | Survived to Adults | Adult w/ phenotype | Survival | Horn Phenotype     | Phenotype Description                              |
|----------------------------------|----------------------------------------|----------------------|----------------------------|-----------------------|----------------|------------------------|----------------|-----------|----|----|--------------------|--------------------|----------|--------------------|----------------------------------------------------|
| embryonic head patterning genes  | XM_023045958.1                         | Fig. S5 A            | <i>sloppy-paired</i>       | <i>O. taurus</i>      | early L3       | 1 µg/µl                | 11             | /         | 1  | /  | 10                 | 0                  | 91%      | n.o.a.             | n.o.a.                                             |
|                                  | XM_023058224.1                         | Fig. S5 B            | <i>mirror</i>              | <i>O. taurus</i>      | early L3       | 1 µg/µl                | 10             | 1         | /  | /  | 9                  | 9                  | 90%      | n.o.a.             | wings, first thoracic segment irregular, eye       |
|                                  | XM_023051010.1                         | Fig. S5 C            | <i>lim 1</i>               | <i>O. taurus</i>      | early L3       | 1 µg/µl                | 10             | 1         | /  | /  | 9                  | 8                  | 90%      | n.o.a.             | leg, antennae, mouthparts                          |
|                                  | XM_023064427.1                         | Fig. S5 D            | <i>mex3</i>                | <i>O. taurus</i>      | early L3       | 1 µg/µl                | 11             | /         | /  | /  | 10                 | 6                  | 91%      | n.o.a.             | leg, mouthparts, wings                             |
|                                  | XM_023047875.1                         | Fig. S5 E            | <i>knirps</i>              | <i>O. taurus</i>      | early L3       | 1 µg/µl                | 12             | /         | /  | 1  | 11                 | 8                  | 92%      | n.o.a.             | wings                                              |
|                                  | XM_023050477.1                         | Fig. S5 F            | <i>crocodile</i>           | <i>O. taurus</i>      | early L3       | 1 µg/µl                | 22             | 7         | 5  | 10 | 10                 | 6                  | 45%      | n.o.a.             | mouthparts                                         |
|                                  | XM_023050882.1                         | Fig. 4 I             | <i>Sp8/Sp1</i>             | <i>O. taurus</i>      | early L3       | 1 µg/µl                | 18             | 7         | /  | /  | 11                 | 10                 | 61%      | n.o.a. Fig. 6      | mouthparts and legs (Fig. S5 and S6)               |
|                                  | XM_023045049.1                         | Fig. 4 H             | <i>cap'n'collar</i>        | <i>O. taurus</i>      | early L3       | 1 µg/µl                | 17             | 4         | /  | /  | 13                 | 12                 | 76%      | n.o.a. Fig. 6      | mouthparts (Fig. S5)                               |
|                                  | XM_023059686.1                         | Fig. 4 G             | <i>retinal homeobox</i>    | <i>O. taurus</i>      | early L3       | 2 µg/µl                | 12             | 6         | 4  | 2  | 0                  | /                  | 0%       | Fig. 6             | mouthparts (Fig. S5)                               |
|                                  |                                        |                      |                            |                       |                | 1 µg/µl                | 22             | 4         | 1  | /  | 17                 | 14                 | 77%      |                    |                                                    |
|                                  | <i>O. sagittarius Sp8</i>              | n/a                  | <i>Sp8/Sp1</i>             | <i>O. sagittarius</i> | early L3       | 1 µg/µl                | 12             | 5         | /  | /  | 7                  | 7                  | 58%      | Fig. 6             | mouthparts and legs (Fig. S5 and S6)               |
|                                  |                                        |                      |                            |                       |                | 1 µg/µl                | 22             | 8         | /  | /  | 14                 | 5                  | 64%      |                    |                                                    |
|                                  | <i>O. sagittarius cap'n'collar</i>     |                      | <i>cap'n'collar</i>        | <i>O. sagittarius</i> | early L3       | 1 µg/µl                | 24             | 6         | /  | /  | 18                 | 10                 | 75%      | Fig. 6             | mouthparts (Fig. S5)                               |
|                                  | <i>O. sagittarius retinal homeobox</i> |                      | <i>retinal homeobox</i>    | <i>O. sagittarius</i> | mid L3         | 2 µg/µl                | 12             | 1         | /  | /  | 11                 | 7                  | 92%      | Fig. 6             | mouthparts (Fig. S5)                               |
| posterior-unique head expression | XM_023064833.1*                        | Fig. S5 M            | <i>n/a</i>                 | <i>O. taurus</i>      | early L3       | 1 µg/µl                | 12             | 1         | /  | /  | 11                 | 0                  | 92%      | n.o.a.             | n.o.a.                                             |
|                                  | XM_023054237.1                         | Fig. S5 K            | <i>aristaleless</i>        | <i>O. taurus</i>      | early L3       | 1 µg/µl                | 22             | 2         | 1  | /  | 19                 | 5                  | 86%      | n.o.a.             | leg, antennae                                      |
|                                  | XM_023064084.1                         | Fig. S5 H            | <i>serine protease</i>     | <i>O. taurus</i>      | early L3       | 1 µg/µl                | 20             | 10        | 1  | /  | 13                 | 0                  | 65%      | n.o.a.             | n.o.a.                                             |
|                                  | XM_023054389.1                         | Fig. S5 H            | <i>uncharacterized</i>     | <i>O. taurus</i>      | early L3       | 1 µg/µl                | 35             | 17        | 2  | /  | 16                 | 0                  | 46%      | n.o.a.             | n.o.a.                                             |
|                                  | XM_023055853.1*                        | Fig. S5 L            | <i>n/a</i>                 | <i>O. taurus</i>      | early L3       | 1 µg/µl                | 12             | 1         | 1  | 2  | 10                 | 0                  | 83%      | n.o.a.             | n.o.a.                                             |
|                                  | XM_023056824.1                         | Fig. S5 G            | <i>cuticle protein 67B</i> | <i>O. taurus</i>      | early L3       | 1 µg/µl                | 24             | 5         | /  | /  | 19                 | 0                  | 79%      | n.o.a.             | n.o.a.                                             |
|                                  | XM_023049046.1                         | Fig. S5 G            | <i>uncharacterized</i>     | <i>O. taurus</i>      | early L3       | 1 µg/µl                | 21             | 6         | /  | /  | 15                 | 0                  | 71%      | n.o.a.             | n.o.a.                                             |
|                                  | XM_023051322.1                         | Fig. S5 J            | <i>uncharacterized</i>     | <i>O. taurus</i>      | early L3       | 1 µg/µl                | 24             | 5         | /  | /  | 19                 | 0                  | 79%      | n.o.a.             | n.o.a.                                             |
|                                  | XM_023059293.1                         | Fig. S5 I            | <i>Fish-lips</i>           | <i>O. taurus</i>      | early L3       | 1 µg/µl                | 24             | 5         | 2  | /  | 17                 | 0                  | 71%      | n.o.a.             | n.o.a.                                             |
|                                  | XM_023052689.1                         | Fig. S5 I            | <i>uncharacterized</i>     | <i>O. taurus</i>      | early L3       | 1 µg/µl                | 20             | 3         | 5  | /  | 12                 | 0                  | 60%      | n.o.a.             | n.o.a.                                             |
|                                  | XM_023052984.1                         | Fig. S5 I            | <i>mab-21</i>              | <i>O. taurus</i>      | early L3       | 1 µg/µl                | 17             | 7         | /  | /  | 10                 | 0                  | 59%      | n.o.a.             | n.o.a.                                             |
|                                  | XM_023046672.1                         | Fig. S5 I            | <i>Myd88</i>               | <i>O. taurus</i>      | early L3       | 1 µg/µl                | 24             | 10        | 1  | /  | 13                 | 0                  | 54%      | n.o.a.             | n.o.a.                                             |
| Wnt signaling                    | XM_023045701.1                         | Fig. S5 I            | <i>unc-13</i>              | <i>O. taurus</i>      | early L3       | 1 µg/µl                | 17             | 9         | /  | /  | 8                  | 0                  | 47%      | n.o.a.             | n.o.a.                                             |
|                                  |                                        |                      |                            |                       | early L3       | 1 µg/µl                | 12             | 0         | 12 | /  | 0                  | /                  | 0%       | n.o.a.             |                                                    |
|                                  | XM_023049346.1                         | n/a                  | <i>axin</i>                | <i>O. taurus</i>      | mid L3         | 1 µg/µl                | 12             | 1         | 10 | /  | 1                  | /                  | 8%       | pupae - see Fig. 5 | wings, legs, antennae, mouthparts, and T1 (Fig. 5) |
|                                  |                                        |                      |                            |                       | late L3        | 1 µg/µl                | 28             | 9         | 12 | /  | 7                  | /                  | 25%      | pupae - see Fig. 5 |                                                    |
|                                  |                                        |                      |                            |                       | mid L3         | 100 ng/µl              | 24             | 16        | 7  | /  | 1                  | /                  | 4%       | n.o.a.             |                                                    |
|                                  | XM_023050771.1                         | n/a                  | <i>disheveled</i>          | <i>O. taurus</i>      | early L3       | 1 µg/µl                | 12             | 1         | 11 | /  | 0                  | /                  | 0%       | n.o.a.             | wings, legs, antennae, mouthparts, and T1 (Fig. 5) |
|                                  |                                        |                      |                            |                       | late L3        | 1 µg/µl                | 9              | 1         | 5  | /  | 3                  | /                  | 33%      | pupae - see Fig. 5 |                                                    |
|                                  |                                        |                      |                            |                       | mid L3         | 100 ng/µl              | 24             | 14        | 8  | /  | 2                  | /                  | 8%       | pupae - see Fig. 5 |                                                    |

n.o.a = no observable abnormality

\*putative taxon-restricted gene - no orthologs

# Supplementary material for: Integrating evolutionarily novel horns within the deeply conserved insect head
**Source:** BMC Biol. 2020 Apr 20;18:41. doi: 10.1186/s12915-020-00773-9
**Supplement:** Supplementary file 13 — Additional file 13 : Table S6. Primers.

| Gene / Accession Number                     | Species               | Clone Length | dsRNA Length | cloning               |                       | dsRNA synthesis     |                     |
|---------------------------------------------|-----------------------|--------------|--------------|-----------------------|-----------------------|---------------------|---------------------|
|                                             |                       |              |              | primer 1              | primer 2              | Primer 1*           | Primer 2*           |
| XM_023059686.1 - <i>retinal homeobox</i>    | <i>O. taurus</i>      | 303bp        | 303bp        | AGTATGCTGGGTTTCGGCCT  | TGCAGTTTTCCTCCACTTTCG | ***                 |                     |
| XM_023045049.1 - <i>cap'n'collar</i>        | <i>O. taurus</i>      | 543bp        | 543bp        | TCCTCCGCCAGCAAAGTTGA  | TTGCCATCGCTGTTCCATGC  | ***                 |                     |
| XM_023050882.1 - <i>Sp8</i>                 | <i>O. taurus</i>      | 499bp        | 499bp        | TTCTTGGTGCGACGACAAGT  | GGTGATGGGACCTGAGGTGG  | ***                 |                     |
| n/a - <i>retinal homeobox</i>               | <i>O. sagittarius</i> | 303bp        | 303bp        | synthesized**         |                       | T7-AGTATGCTGGGTTTC  | T7-TGCAGTTTTCCTCCAC |
| n/a - <i>cap'n'collar</i>                   | <i>O. sagittarius</i> | 543bp        | 543bp        | synthesized**         |                       | T7-TCTTCCGCCAGCAAC  | T7-TTGCCATCGCTGTTTC |
| n/a - <i>Sp8</i>                            | <i>O. sagittarius</i> | 499bp        | 499bp        | synthesized**         |                       | T7-TTCTGGTGCGACGA   | T7-GGTGATGGGACCTGA  |
| XM_023049346.1 - <i>axin</i>                | <i>O. taurus</i>      | 250bp        | 250bp        | synthesized**         |                       | T7-TGAAATCGTCGTGTC  | T7-GGAAGTGGATCAGGT  |
| XM_023050771.1 - <i>disheveled</i>          | <i>O. taurus</i>      | 250bp        | 250bp        | synthesized**         |                       | T7-GCAACGAGCCGACAG  | T7-AGACATGGCTGAGCA  |
| XM_023045958.1 - <i>sloppy-paired</i>       | <i>O. taurus</i>      | 250bp        | 250bp        | synthesized**         |                       | T7-TGGAACAACCGGAAA  | T7-TTCCATTCCGAATGA  |
| XM_023058224.1 - <i>mirror</i>              | <i>O. taurus</i>      | 517bp        | 517bp        | AGCGGTCCAGATAGCCCTGA  | GTCGACGACGGTGACATCCT  | ***                 |                     |
| XM_023051010.1 - <i>lim 1</i>               | <i>O. taurus</i>      | 529bp        | 529bp        | GAAAGGACGTGGCAGCAGAAA | CCTCCGAGTCGTCTTGACCC  | ***                 |                     |
| XM_023064427.1 - <i>mex3</i>                | <i>O. taurus</i>      | 250bp        | 250bp        | synthesized**         |                       | T7-ATAAAAGCATTACGA  | T7-CGCGCACTTGAATGG  |
| XM_023047875.1 - <i>knirps</i>              | <i>O. taurus</i>      | 250bp        | 250bp        | synthesized**         |                       | T7-TCAAATGGTTTAAA   | T7-CTGCATGTTTATAAT  |
| XM_023050477.1 - <i>crocodile</i>           | <i>O. taurus</i>      | 559bp        | 559bp        | GGCTTGGCCTCACCAACAAC  | AATTGAGGCGGCAACATCGC  | ***                 |                     |
| XM_023064833.1 - <i>uncharacterized</i>     | <i>O. taurus</i>      | 250bp        | 250bp        | synthesized**         |                       | T7-AAGTGTTTCTTCCTA  | T7-AATCTTGAATAGCTT  |
| XM_023054237.1 - <i>aristalese</i>          | <i>O. taurus</i>      | 250bp        | 250bp        | synthesized**         |                       | T7-CCAAATCCTTTCAAC  | T7-AGAGGGGCGGCGACG  |
| XM_023064084.1 - <i>serine protease</i>     | <i>O. taurus</i>      | 250bp        | 250bp        | synthesized**         |                       | T7-TTACCATCAGATTGT  | T7-TTGCAACTTTAACCG  |
| XM_023054389.1 - <i>uncharacterized</i>     | <i>O. taurus</i>      | 250bp        | 250bp        | synthesized**         |                       | T7-AAAGCGTTTTTGTT   | T7-TTACGGTATGAACTT  |
| XM_023055853.1 - <i>uncharacterized</i>     | <i>O. taurus</i>      | 250bp        | 250bp        | synthesized**         |                       | T7-AAATCGTTCGTGTGTT | T7-TTTCAGCTAATTGTG  |
| XM_023056824.1 - <i>cuticle protein 67B</i> | <i>O. taurus</i>      | 250bp        | 250bp        | synthesized**         |                       | T7-ATGAACACCTTCATC  | T7-CGCTGTGAGCAATAA  |
| XM_023049046.1 - <i>uncharacterized</i>     | <i>O. taurus</i>      | 250bp        | 250bp        | synthesized**         |                       | T7-GATATTATTAATGCT  | T7-TTACTAAATTTGCCA  |
| XM_023051322.1 - <i>uncharacterized</i>     | <i>O. taurus</i>      | 250bp        | 250bp        | synthesized**         |                       | T7-TCGGTGGTATGCAAG  | T7-GCCGAATAATGCATA  |
| XM_023059293.1 - <i>Fish-lips</i>           | <i>O. taurus</i>      | 250bp        | 250bp        | synthesized**         |                       | T7-GAAAAATCCGAGTTT  | T7-CTTCTGGCGTTGTTG  |
| XM_023052689.1 - <i>uncharacterized</i>     | <i>O. taurus</i>      | 250bp        | 250bp        | synthesized**         |                       | T7-ATTTTATAATCCATA  | T7-ACCCTCCGAAATCAT  |
| XM_023052984.1 - <i>mab-21</i>              | <i>O. taurus</i>      | 250bp        | 250bp        | synthesized**         |                       | T7-ATGTTGTTTCCACCG  | T7-GTACAACCTCAAATT  |
| XM_023046672.1 - <i>Myd88</i>               | <i>O. taurus</i>      | 250bp        | 250bp        | synthesized**         |                       | T7-ATGAGCGATTCCACA  | T7-TTATACTATCTTCGC  |
| XM_023045701.1 - <i>unc-13</i>              | <i>O. taurus</i>      | 250bp        | 250bp        | synthesized**         |                       | T7-ATGCGGTCGAGGACT  | T7-GGTTGCATCGACAAG  |

\*T7 is T7 tail: TAATACGACTCACTATAGGG

\*\*Synthesized by IDT Gblock gene synthesis services

\*\*\*TOPO RNAi Primer - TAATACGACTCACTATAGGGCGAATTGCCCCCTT

How the deposited data were processed for this re-analysis (not part of the article)

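The data are stranded single-end RNA-seq libraries of the dorsal head of *O. taurus* pre-pupae, 66 in number, from 6 males and 5 females. Each animal gave 6 pieces, which are left and right LatA, left and right LatP, MA and MP, and each piece is 1 library. The authors trimmed the reads with Trimmomatic, aligned them with bowtie2 to the gene models of the *O. taurus* genome, and quantified them with RSEM through the Trinity pipeline. The authors deposited the result in the form of expected counts, 1 value for each of 23725 RefSeq transcripts in each library, with no normalization. Each library was assigned to its sex, piece and animal from the labels of the deposited columns, and no library was left out. Whole numbers made up 74.3% of the values, and 1814 transcripts had no count in any library. No 2 libraries held identical values, and among the 150 pairs of libraries of the same sex, side and region the smallest chi-square per degree of freedom was 33.2, so no pair differed as little as repeated sequencing of 1 library would.

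Library totals ranged from 10807956 to 17048942 counts, with a median of 13246361. A count of 3, taken as the floor of detection, is 0.176 CPM in the largest library and 0.278 CPM in the smallest, and folds against a region whose libraries are all at or under that count are given as lower bounds. The libraries have no molecular identifiers, so duplicates of 1 molecule are counted as separate reads.

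Values were rounded to whole numbers and tested in R 4.3.3 with edgeR 4.0.16 (limma 3.58.1), using TMM normalization, the quasi-likelihood fit and F-test, and Benjamini-Hochberg adjustment. Adjusted p-values given without a tool name are those of edgeR. As in the paper, each contrast between 2 regions was fitted within 1 sex, and left and right pieces of a lateral region counted as separate replicates. A transcript was tested when it exceeded 1 CPM in at least 2 of the libraries compared, and was called at an adjusted p under 0.001 and an absolute log2 fold change (log2FC) over 2. A log2FC of LatA with LatP is positive when LatA is higher, and the same order holds for the other contrasts, with the region named first as the numerator. Males and females were compared in each region with the same test and thresholds, positive when males are higher. An interaction term tested whether a change between 2 regions differs between the sexes, as the male minus the female log2FC, called at an adjusted p under 0.05. The paper ran DESeq2, and edgeR was used here as an independent method with DESeq2 1.42.0 as an alternative, both without and with its zero-centred normal prior on the fold changes.

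A core transcript of LatP is one called higher in LatP in the contrasts with MP and with LatA, and a core transcript of MP is one called higher in MP in the contrasts with LatP and with MA. Profile groups were assigned from region means of log2(CPM + 1) with a margin of 1, because the height at which the paper divided its clustering tree is not given in its text. Correlations between animals are Pearson correlations of log2(CPM + 1) over the 15445 expressed transcripts. CPM values of single transcripts are averages of the left and right pieces of an animal, and n is the number of animals.

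Single transcripts were chosen by a rule. It takes every gene that the paper names in its results or in Fig. 4 and Fig. S5 and for which its supplementary tables or the annotation give a transcript, and for each contrast the 3 called transcripts with the largest absolute log2FC in each direction that changed the same way in every animal. Transcripts named outside this rule are said to be chosen after their values were seen. Not all transcripts under the rule are written out. Transcripts of *wnt7* and *six3* were not analysed here. Names of transcripts were taken from the paper's supplementary tables, which list best hits in *Drosophila*. Positions come from the reference of assembly IU_Otau_3.0, in which 15104 transcripts (63.7%) of 10670 genes were found. The full list of taxon-restricted genes was not used here, and Table S1 supplied the marked ones.

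Alternatives to the processing were the DESeq2 fits, RLE size factors, no expression filter beyond a summed count of 2, the animal as replicate block, left and right libraries added together with and without that block, 1 fit for all libraries of a sex, looser thresholds, counts summed over the 19291 units left after transcripts of a gene were joined, 49 libraries thinned at random to 12658123 counts, and each animal left out in turn. For the profile groups they were margins of 0.5 and 2, hierarchical clustering into 4 clusters in males and 3 in females, and calls between the 6 separate regions. For the correlations they were a pseudocount of 0.1, all transcripts, and called transcripts alone, and for CPM values plain library totals in place of TMM. The closing section names the alternatives that were added later.

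Each count of calls was set against other splits of the same libraries, in which the region labels of an animal were exchanged (all 32 in males and 16 in females for medial or left and right pieces, and 100 drawn splits for contrasts with a lateral region), or in which animals of the same number were exchanged between the sexes (32 splits). The interaction splits of LatP with MP and of LatA with LatP were also fitted with the animal within sex as block. Marker lists for eye and muscle were written from the annotation in Tables S1 and S3 before they were tested against 10000 random lists of transcripts of similar expression. Both tables hold the paper's calls from these same libraries, so the markers were not chosen independently of the data, and the random lists were not chosen in that way. The fits were tested on simulated data with the library totals and dispersions of these libraries, each library drawn independently and without an effect of the animal.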

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

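The tests of exchanged labels and of the depth of the libraries of male 1, those of summed sides, thinning and single animals for the comparison of the sexes, and the splits of the interaction fitted with the animal within sex as block, were chosen only after the results were seen. Values far from the others of their group were sought in 157 groups of 5 or 6 animals, and 14 groups held one, where about 1 in 20 groups, or 7.85, is given by chance. Among library totals it was 2 of 12 groups (0.6 by chance), among CPM values 12 of 133 (6.65 by chance), and among the mean correlations of an animal with the others 0 of 12.

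The left LatP library of female 2 had a total of 10807956 counts, against 12788486 to 13389025 in the other females, and the MA library of female 4 had 15071671, against 12577355 to 13177270. CPM and the region contrasts are scaled by library size. Thinning all larger libraries to 12658123 counts moved 2 of the reported counts by more than 1.5-fold, that of transcripts higher in female MA than in MP (1 in place of 3) and the number of these shared by the sexes (0 in place of 1). No biological explanation was tested.

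In male 1, 4 values lay far from those of the other males, and all were in LatA or MA. *Hh* was at 0.201 CPM in LatA, against 1.77 to 2.83 in the others, and the uncharacterized transcript XM_023046186.1 at 322.8 CPM in LatA, against 995.5 to 1823. In the MA library of this male *cnc* had no count (0 CPM, against 50.3 to 75.3) and *Sp8* was at 0.558 CPM, against 14.8 to 22.6. The right LatA library of male 1 had a higher correlation with the mean of MA in other males (0.525) than with that of LatA (0.419), and its MA library a higher one with LatA (0.318) than with MA (0.0268). A candidate explanation is that the labels of these 2 libraries are exchanged. With the labels exchanged, 856 transcripts had an unadjusted p under 0.05 between LatA and MA in males, against 625 as given, 661 with the left LatA library of male 1 exchanged, and 360 to 516 with the same exchange in another male. These libraries were chosen because each resembled the other region, so the exchange could be expected to raise this number, and it is no independent test of exchanged labels. The left LatA library of male 1 was also more like MA (0.412) than LatA (0.37), which an exchange of 2 libraries does not explain. The test of depth went against low depth as an explanation, since the lower total of the pair, 12123351, lay within the totals of the other males. The absence of *cnc* is unlike LatA as well as MA in the other males, so an exchange does not account for every value. A piece taken across the boundary of 2 regions was not tested, and a difference of male 1 itself cannot be told apart from exchanged labels.

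*Muscle protein 20* was at 271.5 CPM in the MA piece of female 4, against 0.484 to 4.3 in the other females. The mean log2 expression of 5 muscle markers, of which it is one, was 6.46 in that piece and 1.85 to 2.54 in the MA pieces of the other females, so the set as a whole was raised there. A candidate explanation is muscle left on some pieces after dissection. In males the SD between MP libraries of the mean of these markers was 1.83, while 95% of 10000 random lists of similar expression lay between 0.108 and 0.682. Markers of one tissue vary together and random lists do not, so this test cannot separate residue from a difference in the expression of muscle genes. The spread of muscle transcripts cannot be told apart from uneven residue of muscle.

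The other values far from their group were each those of 1 animal for 1 transcript. In females they were *hh* in LatA of female 5 (1.34 CPM, others 2.24 to 2.66), *Wnt6* in MA of female 5 (14.8, others 11.4 to 12.3), *mirror* in MA of female 3 (5.67, others 1.37 to 2.06) and *C15* in MP of female 1 (0.294, others 3.12 to 5.53). In males they were *rx* in LatA of male 3 (36.9, others 41.7 to 44.7), *glass* in LatP of male 2 (3.14, others 4.87 to 6.14) and XM_023051322.1 in MP of male 5 (0.719, others 7.64 to 17). No explanation was tested for these 7 values.

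The contrasts of Table S1 are all within 1 sex, and the paper's Results compare lists of calls between the sexes. In LatP a direct test of males with females called 57 transcripts, 51 of them higher in males, and in MP, LatA and MA none, with 1009, 1918 and 690 at an unadjusted p under 0.05. Of the 32 splits that exchange animals of the same number between the sexes, 1 gave as many calls in LatP, the real one, and the most in any other split was 2. In MP, LatA and MA all 32 splits gave as many, since the real count is 0. The number at an unadjusted p under 0.05 was as large in 1 of 32 splits for LatP, the real one, and in 2 for LatA. For LatA the 1918 stood against a median of 956 in the other splits, so LatP was less apart from LatA by this measure. For MP and MA it was as large in 4 and 6 of the 32 splits. Left and right pieces counted as replicates were tested as an explanation by adding them together for each animal, which left 188 transcripts at an adjusted p under 0.05 in LatP and 0 in LatA, where pieces were doubled too, with 932 at an unadjusted p under 0.05 in LatA. Different library totals were tested by thinning, which left 56 of the calls, and a single animal by leaving each out, which left at least 36. Thinning and leaving out animals went against their explanations. With sides added together the contrast between LatP and LatA at an adjusted p under 0.05 remained, but no transcript was called at the full thresholds, so counting both sides as replicates remains a candidate explanation of the number of calls. A difference between male and female LatP remains as a hypothesis. Unequal age within the pre-pupal stage and unequal extent of the LatP piece in the sexes were not tested and cannot be told apart from it.

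The change between LatA and LatP differed between the sexes for 155 transcripts at an adjusted p under 0.05, and that between LatP and MP for 1. Of the 32 splits exchanging animals of the same number between the sexes, 1 gave as many as 155, the real one, and the most in another split was 20, while the number at an unadjusted p under 0.05 (1705) was as large in 2 of 32. For LatP with MP 4 of the 32 splits gave 1 or more, so the count of 1 cannot be told apart from a random assignment of animals to the sexes, although the number at an unadjusted p under 0.05 (689) was as large in 1 of 32 splits, the real one. Pieces of one animal are correlated, which this fit leaves out. With the animal within sex as block, 250 transcripts passed for LatP with MP, as many in 1 of 32 splits, the real one, and the most in another split was 64. For LatA with LatP the block gave 733, and 2 of 32 splits gave as many, the real one and another with 972, so by this fit the result cannot be told apart from a random assignment of animals. The 2 fits thus differ in which of these changes stands out from the other splits. For MA with MP and for LatA with MA no transcript passed, with 523 and 507 at an unadjusted p under 0.05, and all 32 splits gave as many calls, since the real count is 0. As many as 523 and 507 at an unadjusted p under 0.05 were reached in 3 and 11 of the 32 splits. With left and right libraries added together, 1 transcript passed for LatA with LatP, and it is among the 155, so without the block this count rests on both sides being counted as replicates. Transcripts named in the passages with such a difference for LatA and LatP were *rx* (interaction log2FC -1.79), the serine protease XM_023064084.1 (-2.53), *cuticular protein 67B* (-5.8), the *Toll-6* transcript XM_023052295.1 (-1.85) and XM_023046186.1 (-1.96). An adjusted p under 0.05 was kept in 14 of 15 alternative fits for *rx* (adjusted p from 9.66e-05 to 0.128), in 14 for the serine protease (1.57e-08 to 0.438), in 12 for *cuticular protein 67B* (0.000197 to 0.438), in 9 for *Toll-6* (0.000989 to 0.388) and in 5 for XM_023046186.1 (0.00173 to 0.525). All 5 kept their direction in these fits. They share the LatP libraries with the direct comparison of the sexes, so they are not independent evidence for it.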

How the results depend on the processing

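The alternatives were set before the data were examined, except where an alternative is said to be chosen after seeing the data. The counts are those given in the passages, and a count is reported here when it changed by more than 1.5-fold. The cause of each change was not tested. A region named over another, as in LatP over MP, stands for transcripts called higher in the first region than in the second. RLE size factors in place of TMM moved no count by that much, and thinning the libraries moved 2 and left 57. The log2 fold changes of single transcripts kept their direction in all 1665 fits of 85 pairs of transcript and contrast. In 1305 of these fits the transcript stayed on the same side of the thresholds, in 209 it no longer passed them and in 151 it passed them where it had not. Of 216 mean CPM values, 15 moved by more than 1 SD between animals when plain library totals replaced TMM.

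DESeq2 without a prior on the fold changes replaced edgeR. With DESeq2 without a prior, 146 in males and 160 in females for LatP over MP, 43 in males and 17 in females for MP over LatP, 52 in males and 61 in females for LatA over LatP, 126 in males and 140 in females for LatP over LatA, 68 in males and 62 in females for MA over MP, 106 in males and 72 in females for MP over MA, 11 in males and 22 in females for LatA over MA, 2 in males and 1 in females for MA over LatA, 16 in males and 15 in females for left or right LatA, and 9 in males and 13 in females for left or right LatP were called. Summed calls with DESeq2 without a prior were 554 in males and 535 in females and 625 distinct transcripts. Core sets with DESeq2 without a prior held 40 in males, 55 in females and 24 in both sexes for LatP, and 22 in males, 6 in females and 4 in both sexes for MP. Shared calls with DESeq2 without a prior numbered 67 for LatP over MP, 8 for MP over LatP, 26 for LatA over LatP, 62 for LatP over LatA, 26 for MA over MP and 25 for MP over MA. Profile groups with DESeq2 without a prior held 61 in males, 51 in females and 14 in both sexes for the posterior profile, 31 in males, 40 in females and 16 in both sexes for the anterior profile, 51 in males and 30 in females for higher in MP, and 43 in males and 35 in females for lower in MP. Between sexes with DESeq2 without a prior, 106 transcripts higher in males and 57 transcripts higher in females were called in LatP, 28 transcripts higher in males and 15 transcripts higher in females were called in MP, 7 transcripts higher in males and 9 transcripts higher in females were called in LatA, and 14 transcripts higher in males and 11 transcripts higher in females were called in MA. Interactions with DESeq2 without a prior numbered 59 for LatP with MP, 242 for LatA with LatP, 77 for MA with MP and 48 for LatA with MA.

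Left and right libraries of an animal were added together, so that each animal counted once per region. With summed sides, 22 in males and 3 in females for LatP over MP, 3 in males and 0 in females for MP over LatP, 6 in males and 0 in females for LatA over LatP, and 27 in males and 0 in females for LatP over LatA were called. Summed calls with summed sides were 72 in males and 7 in females and 61 distinct transcripts. Core sets with summed sides held 6 in males, 0 in females and 0 in both sexes for LatP. Shared calls with summed sides numbered 3 for LatP over MP, 0 for LatA over LatP and 0 for LatP over LatA. Profile groups with summed sides held 15 in males, 1 in females and 0 in both sexes for the posterior profile, 8 in males, 2 in females and 0 in both sexes for the anterior profile, 5 in males and 0 in females for higher in MP, 13 in males and 1 in females for lower in MP, and 21 in males and 3 in females for higher in LatP. Between sexes with summed sides, 0 transcripts higher in males and 0 transcripts higher in females were called in LatP. Interactions with summed sides numbered 0 for LatP with MP and 1 for LatA with LatP. At an unadjusted p under 0.05 there were 1468 transcripts for LatP with MP in females and 1284 for LatA with LatP in females. For the comparisons with no call left, 2305 transcripts had an unadjusted p under 0.05 between the sexes in LatP and 448 in the interaction for LatP with MP.

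Added sides were combined with the replicate block. With summed sides and block, 3 in males and 0 in females for LatP over MP, 3 in males and 0 in females for MP over LatP, 3 in males and 0 in females for LatA over LatP, 16 in males and 0 in females for LatP over LatA, 0 in males and 0 in females for MA over MP, and 0 in males and 0 in females for MP over MA were called. Summed calls with summed sides and block were 25 in males and 0 in females and 25 distinct transcripts. Core sets with summed sides and block held 0 in males, 0 in females and 0 in both sexes for LatP. Shared calls with summed sides and block numbered 0 for LatP over MP, 0 for LatA over LatP, 0 for LatP over LatA and 0 for MA over MP. Profile groups with summed sides and block held 13 in males, 0 in females and 0 in both sexes for the posterior profile, 3 in males, 0 in females and 0 in both sexes for the anterior profile, 3 in males and 0 in females for higher in MP, 3 in males and 0 in females for lower in MP, and 5 in males and 0 in females for higher in LatP. At an unadjusted p under 0.05 there were 3631 transcripts for LatP with MP in females, 2050 for LatA with LatP in females, 2415 for MA with MP in males and 1802 for MA with MP in females.

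The loosest thresholds were an adjusted p under 0.05 and an absolute log2FC over 1. With the loosest thresholds, 335 in males and 259 in females for LatP over MP, 119 in males and 45 in females for MP over LatP, 146 in males and 131 in females for LatA over LatP, 307 in males and 246 in females for LatP over LatA, 146 in males and 44 in females for MA over MP, 134 in males and 33 in females for MP over MA, and 4 in females for LatA over MA were called. Summed calls with the loosest thresholds were 1187 in males and 762 in females and 1161 distinct transcripts. Core sets with the loosest thresholds held 74 in males, 69 in females and 41 in both sexes for LatP, and 27 in males and 4 in females for MP. Shared calls with the loosest thresholds numbered 139 for LatP over MP, 23 for MP over LatP, 56 for LatA over LatP, 106 for LatP over LatA, 33 for MA over MP and 19 for MP over MA. Profile groups with the loosest thresholds held 89 in males, 57 in females and 21 in both sexes for the posterior profile, 38 in males, 43 in females and 18 in both sexes for the anterior profile, 72 in males and 30 in females for higher in MP, 76 in males and 42 in females for lower in MP, and 60 in males and 75 in females for higher in LatP.

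An adjusted p under 0.05 with an absolute log2FC over 2 was chosen after seeing the data. With the adjusted p threshold loosened, 143 in males and 140 in females for LatP over MP, 48 in males and 22 in females for MP over LatP, 73 in males and 64 in females for LatA over LatP, 165 in males and 171 in females for LatP over LatA, 60 in males and 30 in females for MA over MP, 77 in males and 26 in females for MP over MA, and 3 in females for LatA over MA were called.

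The replicate block with an adjusted p under 0.05 and an absolute log2FC over 2 was chosen after seeing the data. With block and loosened p, 186 in males and 258 in females for LatP over MP, 73 in males and 48 in females for MP over LatP, 68 in males and 86 in females for LatA over LatP, 177 in males and 218 in females for LatP over LatA, 60 in males and 36 in females for MA over MP, 81 in males and 26 in females for MP over MA, 2 in males for MA over LatA, and 5 in females for LatA over MA were called.

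DESeq2 with its normal prior on the fold changes replaced edgeR. With DESeq2 with a prior, 27 in males and 11 in females for MP over LatP, 101 in females for LatP over MP, 41 in females for LatA over LatP, 102 in females for LatP over LatA, 46 in males and 42 in females for MA over MP, 62 in males and 44 in females for MP over MA, 3 in females for LatA over MA, and 2 in females for left or right LatP were called. Summed calls with DESeq2 with a prior were 320 in males and 344 in females and 376 distinct transcripts. Core sets with DESeq2 with a prior held 40 in females for LatP, and 11 in males, 4 in females and 2 in both sexes for MP. Shared calls with DESeq2 with a prior numbered 42 for LatP over MP, 6 for MP over LatP, 15 for LatA over LatP, 21 for MA over MP and 16 for MP over MA. Profile groups with DESeq2 with a prior held 37 in females and 13 in both sexes for the posterior profile, 30 in females and 12 in both sexes for the anterior profile, 43 in males and 19 in females for higher in MP, and 35 in males and 25 in females for lower in MP.

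One fit per sex took dispersion and scaling from all libraries of that sex. With one fit per sex, 23 in males and 2 in females for MP over LatP, 50 in males and 23 in females for MA over MP, 37 in males and 10 in females for MP over MA, 1 in males for MA over LatA, and 2 in females for LatA over MA were called. Summed calls with one fit per sex were 298 in males. Core sets with one fit per sex held 6 in males and 1 in females for MP. Shared calls with one fit per sex numbered 1 for MP over LatP, 15 for MA over MP and 4 for MP over MA. Profile groups with one fit per sex held 19 in females and 9 in both sexes for the posterior profile, 9 in both sexes for the anterior profile, 29 in males and 5 in females for higher in MP, and 16 in females for lower in MP.

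Thinning combined with DESeq2 and its prior was chosen after seeing the data. With thinned DESeq2 with a prior, 25 in males and 11 in females for MP over LatP, 103 in females for LatP over MP, 41 in females for LatA over LatP, 106 in females for LatP over LatA, 46 in males and 44 in females for MA over MP, 61 in males and 43 in females for MP over MA, and 3 in females for LatA over MA were called.

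The replicate block entered the model of each region contrast. With the replicate block, 15 in females for MP over LatP, 42 in females for LatA over LatP, 0 in males and 0 in females for MA over MP, and 0 in males and 0 in females for MP over MA were called. Summed calls with the replicate block were 169 in females. Shared calls with the replicate block numbered 4 for MP over LatP, 15 for LatA over LatP and 0 for MA over MP. Profile groups with the replicate block held 49 in males, 20 in females and 8 in both sexes for the posterior profile, 32 in females and 12 in both sexes for the anterior profile, and 13 in females for higher in MP. At an unadjusted p under 0.05 there were 2415 transcripts for MA with MP in males and 1802 for MA with MP in females.

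Counts of all transcripts of one gene were added for the genes paired in the reference. With gene sums, 2 in females for MP over LatP, 13 in males and 5 in females for MA over MP, 15 in males and 3 in females for MP over MA, and 2 in females for LatA over MA were called. Core sets with gene sums held 2 in males for MP. Shared calls with gene sums numbered 1 for MP over LatP, 8 for LatA over LatP, 4 for MA over MP and 1 for MP over MA. Profile groups with gene sums held 17 in females and 9 in both sexes for the posterior profile, 4 in females for higher in MP, and 14 in females for lower in MP.

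Exchanging the labels of the right LatA and MA libraries of male 1 was chosen after seeing the data. With exchanged labels, 16 in males for MA over MP, 3 in males for LatA over MA, and 1 in males for MA over LatA were called.

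No expression filter was applied beyond a summed count of at least 2. With no expression filter, 1 in females for MA over MP were called. Shared calls with no expression filter numbered 0 for MA over MP. Profile groups with no expression filter held 1 in females for higher in MP.

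Libraries above 12658123 counts, 49 of the 66, were thinned at random to that total. With thinned libraries, 1 in females for MA over MP were called. Shared calls with thinned libraries numbered 0 for MA over MP.

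A margin of 0.5 on the log2 scale replaced the margin of 1 in the profile groups. Profile groups with a margin of 0.5 held 18 in females and 10 in both sexes for the posterior profile, 19 in females for lower in MP, and 64 in males for higher in LatP.

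A margin of 2 was the opposite change. Profile groups with a margin of 2 held 15 in males, 4 in females and 2 in both sexes for the posterior profile, 11 in males, 5 in females and 0 in both sexes for the anterior profile, 4 in males and 0 in females for higher in MP, 2 in males and 3 in females for lower in MP, and 14 in males and 27 in females for higher in LatP.

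Calls from contrasts between the 6 separate regions, with left and right apart, replaced those between 4 regions in the profile groups. Profile groups with calls between 6 separate regions held 14 in males, 2 in females and 1 in both sexes for the posterior profile, 7 in males, 2 in females and 0 in both sexes for the anterior profile, 6 in males and 0 in females for higher in MP, 14 in males and 2 in females for lower in MP, and 23 in males and 10 in females for higher in LatP.

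Hierarchical clustering into 4 clusters in males and 3 in females replaced the profile rule. Profile groups with hierarchical clustering held 0 in females and 0 in both sexes for the posterior profile, 1 in females and 0 in both sexes for the anterior profile, 0 in females for higher in MP, 0 in males and 36 in females for lower in MP, and 74 in males for higher in LatP.

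The animal within sex was taken as replicate block in the interaction fits. Interactions with animal within sex as replicate block numbered 250 for LatP with MP and 733 for LatA with LatP.

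A pseudocount of 0.1 lowered the replicate correlations. Mean correlations with log2(CPM + 0.1) were 0.788 in female left LatA, 0.809 in female left LatP, 0.823 in female MA, 0.809 in female MP, 0.824 in female right LatA, 0.814 in female right LatP, 0.8292 in male left LatA, 0.845 in male left LatP, 0.846 in male MA, 0.84 in male MP, 0.844 in male right LatA and 0.836 in male right LatP.

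Replicate correlations over all transcripts in the file were higher. Mean correlations with all transcripts were 0.897 in female left LatA, 0.915 in female left LatP, 0.918 in female MA, 0.918 in female right LatA, 0.915 in female right LatP, 0.926 in male left LatA, 0.938 in male left LatP, 0.936 in male MA, 0.929 in male MP, 0.936 in male right LatA and 0.935 in male right LatP.

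Replicate correlations over the called transcripts moved in both directions. Mean correlations with called transcripts were 0.912 in female left LatA, 0.826 in female left LatP, 0.945 in female MA, 0.92 in female MP, 0.935 in female right LatA, 0.797 in female right LatP, 0.855 in male left LatP, 0.873 in male MA, 0.883 in male MP, 0.879 in male right LatA and 0.871 in male right LatP.

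Each animal was left out in turn. For counts shared by the sexes, the male and the female of the same number were left out together, and male 6 alone. With 1 animal left out, 34 to 52 in males and 13 to 17 in females for LatP over MP, 6 to 12 in males and 0 in each fit in females for MP over LatP, 15 to 24 in males and 3 to 15 in females for LatA over LatP, 20 to 41 in females for LatP over LatA, 0 to 10 in males and 0 in each fit in females for MA over MP, 0 to 7 in males and 0 in each fit in females for MP over MA, 0 to 5 in males and 0 to 1 in females for LatA over MA, and 0 to 1 in males for MA over LatA were called. Summed calls with 1 animal left out were 120 to 181 in males and 41 to 64 in females. Core sets with 1 animal left out held 11 to 23 in males, 3 to 7 in females and 2 to 7 in both sexes for LatP, and 0 to 1 in males for MP. Shared calls with 1 animal number left out in this way numbered 9 to 19 for LatP over MP, 0 to 5 for LatA over LatP, 13 to 32 for LatP over LatA and 0 in each fit for MA over MP. Profile groups with 1 animal left out held 6 to 13 in females and 2 to 6 in both sexes for the posterior profile, 1 to 11 in females and 0 to 5 in both sexes for the anterior profile, 7 to 13 in males and 1 in each fit in females for higher in MP, 2 to 4 in females for lower in MP, and 23 to 38 in females for higher in LatP. Between sexes with 1 animal left out, 0 to 1 transcripts higher in females were called in LatA. Interactions with 1 animal left out numbered 0 to 3 for LatP with MP, 54 to 226 for LatA with LatP and 0 to 2 for MA with MP. At an unadjusted p under 0.05 these fits held 1575 to 1938 transcripts for LatP with MP in females, 1360 to 2028 for MA with MP in males, 729 to 909 for MA with MP in females, 1672 to 2957 for LatA with LatP in females, 466 to 794 for LatA with MA in males and 310 to 492 for LatA with MA in females.

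Males and females are different animals, so a shared replicate number carries no pairing between them. This was checked, and the correlation r between libraries of the same number in different sexes was between 0.0244 in MP and 0.066 in LatP. A replicate block over these numbers, chosen after seeing the data, gave 69 calls between the sexes in LatP, 43 of them among the 57 transcripts called without it, with 60 higher in males and 9 in females. The 5 interaction differences given for single transcripts kept their direction in every one of their 15 alternative fits. The same held for 12 differences between male and female LatP, of which only some are named in the passages.

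Depth limits the results for weakly expressed transcripts. A count of 3 is 0.176 CPM in the largest and 0.278 CPM in the smallest library, so folds against a region at or under this floor are lower bounds. On simulated data with the totals and dispersions of these libraries and a log2FC of 3, the share of changed transcripts called between female MA and MP was 25%, and 0% with the replicate block, where 40% reached an adjusted p under 0.05. The simulated libraries shared no effect of the animal, so the share with the block holds for unpaired pieces only. A low count in this contrast does not show that the regions are alike.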

Differences from the paper's values

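Of 93 values that the paper's text or supplementary tables state and that were also computed here, 57 differed. An alternative named below was set before the data were examined unless it is said to be chosen after seeing the values, and alternatives not named for a value left the gap open. Only DESeq2 with a prior gave nearly the paper's own calls and fold changes. Between female LatA and LatP it called 140 of the paper's 140 transcripts, with a median log2FC difference of 3.41e-06. The replicate block called 80 of them and edgeR without it 56. Between male MA and MP these numbers were 104 of 104, 0 and 14. The gaps in calls between regions thus follow from the fit used. A region named over another stands for transcripts called higher in the first region.

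For male MP over LatP the paper's count is 27 and the count here was 15, a gap closed by DESeq2 with a prior (27), one fit per sex (23) and summed transcripts of a gene (20), and, chosen after seeing the values, by DESeq2 with a prior on thinned libraries (25). The paper's count of 101 for female LatP over MP stands against 35 here, a gap closed by DESeq2 with a prior (101), and, chosen after seeing the values, by an adjusted p under 0.05 with an absolute log2FC over 2 (140) and DESeq2 with a prior on thinned libraries (103). Female MP over LatP numbered 1 here against the paper's 11, a gap closed by DESeq2 with a prior (11) and the replicate block (15), and, chosen after seeing the values, by DESeq2 with a prior on thinned libraries (11). Against the paper's 40, the count for female LatA over LatP was 14, a gap closed by DESeq2 with a prior (41) and the replicate block (42), and, chosen after seeing the values, by DESeq2 with a prior on thinned libraries (41). For female LatP over LatA the paper's count is 100 and the count here was 48, a gap closed by DESeq2 without a prior (140), DESeq2 with a prior (102) and the replicate block (71), and, chosen after seeing the values, by DESeq2 with a prior on thinned libraries (106). The paper's count of 44 for male MA over MP stands against 7 here, a gap closed by DESeq2 with a prior (46) and one fit per sex (50), and, chosen after seeing the values, by an adjusted p under 0.05 with an absolute log2FC over 2 (60), the block with an adjusted p under 0.05 and an absolute log2FC over 2 (60) and DESeq2 with a prior on thinned libraries (46). Male MP over MA numbered 7 here against the paper's 60, a gap closed by DESeq2 with a prior (62), and, chosen after seeing the values, by an adjusted p under 0.05 with an absolute log2FC over 2 (77), the block with an adjusted p under 0.05 and an absolute log2FC over 2 (81) and DESeq2 with a prior on thinned libraries (61). Against the paper's 42, the count for female MA over MP was 3, a gap closed by DESeq2 without a prior (62), DESeq2 with a prior (42) and the loosest thresholds (44), and, chosen after seeing the values, by an adjusted p under 0.05 with an absolute log2FC over 2 (30), the block with an adjusted p under 0.05 and an absolute log2FC over 2 (36) and DESeq2 with a prior on thinned libraries (44). For female MP over MA the paper's count is 42 and the count here was 1, a gap closed by DESeq2 with a prior (44) and the loosest thresholds (33), and, chosen after seeing the values, by DESeq2 with a prior on thinned libraries (43). The paper's count of 3 for female LatA over MA stands against 0 here, a gap closed by DESeq2 with a prior (3), one fit per sex (2), the loosest thresholds (4) and summed transcripts of a gene (2), and, chosen after seeing the values, by an adjusted p under 0.05 with an absolute log2FC over 2 (3) and DESeq2 with a prior on thinned libraries (3).

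The summed male calls numbered 195 here against the paper's 314, a gap closed by DESeq2 with a prior (320), the replicate block (227), one fit per sex (298) and summed transcripts of a gene (244). Against the paper's 339, the count for the summed female calls was 102, a gap closed by DESeq2 with a prior (344). For distinct transcripts over both sexes the paper's count is 368 and the count here was 187, a gap closed by DESeq2 with a prior (376), the replicate block (263) and one fit per sex (252). The paper's count of 40 for core LatP transcripts in females stands against 15 here, a gap closed by DESeq2 without a prior (55) and DESeq2 with a prior (40). Core MP transcripts in males numbered 0 here against the paper's 11, a gap closed by DESeq2 with a prior (11). Against the paper's 4, the count for core MP transcripts in females was 0, a gap closed by DESeq2 without a prior (6), DESeq2 with a prior (4) and the loosest thresholds (4). For core MP transcripts in both sexes the paper's count is 2 and the count here was 0, a gap closed by DESeq2 with a prior (2). The paper's count of 6 for MP over LatP in both sexes stands against 0 here, a gap closed by DESeq2 without a prior (8), DESeq2 with a prior (6) and the replicate block (4).

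The posterior profile in males numbered 32 here against the paper's 83, a gap closed by DESeq2 without a prior (61) and the loosest thresholds (89). Against the paper's 80, the count for the posterior profile in females was 11, a gap closed by the loosest thresholds (57). For the anterior profile in females the paper's count is 32 and the count here was 12, a gap closed by DESeq2 without a prior (40), DESeq2 with a prior (30), the replicate block (32) and the loosest thresholds (43). The paper's count of 17 for the posterior profile in both sexes stands against 5 here, a gap closed by DESeq2 without a prior (14), DESeq2 with a prior (13) and the loosest thresholds (21). The anterior profile in both sexes numbered 5 here against the paper's 13, a gap closed by DESeq2 without a prior (16), DESeq2 with a prior (12), the replicate block (12), one fit per sex (9) and the loosest thresholds (18). Against the paper's 68, the count for the profile higher in MP in males was 17, a gap closed by DESeq2 without a prior (51) and the loosest thresholds (72). For the profile lower in MP in males the paper's count is 118 and the count here was 23, and none of the alternatives set before the data were examined closed the gap. The paper's count of 175 for the profile higher in LatP in females stands against 42 here, and none of the alternatives set before the data were examined closed the gap. In males the paper's cluster sizes together exceed the number of distinct transcripts that it lists as called. Which transcripts entered its clustering is not known here, so its profile counts may not rest on the set of calls compared here.

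Mean correlations between animals were 0.789 in the paper (Table S5) and 0.886 here for female right LatA, 0.83 in the paper and 0.876 here for female left LatP, 0.724 in the paper and 0.876 here for female right LatP, 0.782 in the paper and 0.885 here for female MA, 0.735 in the paper and 0.87 here for female MP, 0.871 in the paper and 0.911 here for male right LatA, 0.851 in the paper and 0.909 here for male right LatP and 0.849 in the paper and 0.912 here for male MA. None of the alternatives set before the data were examined closed the gap in female right LatA, female MA or female MP. A pseudocount of 0.1 closed it in female left LatP (0.809) and male MA (0.846). The correlation over called transcripts alone closed it in female left LatP (0.826), female right LatP (0.797), male right LatA (0.879), male right LatP (0.871) and male MA (0.873).

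Log2 fold changes of single transcripts differed from those in Table S1 in 23 cases. In each of them DESeq2 with a prior closed the gap, and its value is given in parentheses beside that of DESeq2 with a prior on thinned libraries, a setting chosen after seeing the values. *Wg* had the paper's 3.25 against 5.07 here for LatP with MP in males (3.25 with the prior and 3.22 with thinning), the paper's 3.75 against 4.83 here for LatP with MP in females (3.75 with the prior and 3.73 with thinning) and the paper's 4.80 against 6.15 here for MA with MP in males (4.8 with the prior and 4.75 with thinning). *Wnt6* had the paper's 3.33 against 4.24 here for LatP with MP in males (3.33 with the prior and 3.32 with thinning) and the paper's 3.51 against 4.82 here for LatP with MP in females (3.51 with the prior and 3.47 with thinning). The *otd* transcript OTX1 B-like had the paper's -3.99 against a lower bound in size of -4.71 here for LatA with LatP in males (-3.99 with the prior and -4.02 with thinning). *Sp8* had the paper's 3.27 against 5.72 here for LatA with LatP in males (3.27 with the prior and 3.59 with thinning), the paper's 2.98 against 4.31 here for LatA with LatP in females (2.98 with the prior and 2.99 with thinning) and the paper's 4.26 against a lower bound in size of 5.77 here for MA with MP in males (4.26 with the prior and 4.22 with thinning). *Mirror* had the paper's -3.41 against -3.86 here for LatA with LatP in females (-3.41 with the prior and -3.43 with thinning). *Glass* had the paper's -4.76 against -6.57 here for LatA with LatP in males (-4.76 with the prior and -4.76 with thinning). *Atonal* had the paper's -2.85 against -4.79 here for LatA with LatP in males (-2.85 with the prior and -2.84 with thinning) and the paper's -2.83 against -4.24 here for LatA with LatP in females (-2.83 with the prior and -2.9 with thinning). *Arrestin 2* had the paper's 2.31 against 4.81 here for LatP with MP in females (2.31 with the prior and 2.31 with thinning). *C15* had the paper's -2.88 against -5.01 here for LatP with MP in females (-2.88 with the prior and -2.71 with thinning). *Muscle protein 20* had the paper's -3.44 against -5.14 here for LatP with MP in males (-3.44 with the prior and -3.38 with thinning). *Mab-21* had the paper's -4.83 against -5.88 here for LatA with LatP in males (-4.83 with the prior and -4.82 with thinning) and the paper's -2.87 against -4.25 here for LatA with LatP in females (-2.87 with the prior and -2.84 with thinning). XM_023051322.1 had the paper's 2.32 against 4.05 here for LatP with MP in females (2.32 with the prior and 2.27 with thinning). *Cuticular protein 67B* had the paper's -2.47 against -5.03 here for LatA with LatP in males (-2.47 with the prior and -2.54 with thinning). *Drumstick* had the paper's -2.32 against -4.01 here for LatA with LatP in females (-2.32 with the prior and -2.39 with thinning) and the paper's -3.56 against a lower bound in size of -5.15 here for MA with MP in males (-3.56 with the prior and -3.53 with thinning). *Cubitus interruptus* isoform X3 had the paper's -2.13 against -2.83 here for MA with MP in males (-2.13 with the prior and -2.14 with thinning). The gap was also closed for *wg* in LatP with MP in females when animal 3 (4.61) or 5 (4.38) was left out. For *muscle protein 20* it was closed by summed sides with the block (-4.27). For *mirror* the paper's value came within the SE of the fit with summed sides (-3.87) and without animal 2 (-3.76), 4 (-3.85) or 5 (-3.79), though the value itself moved little or away from the paper's. For *cubitus interruptus* isoform X3 it came within the SE with no filter (-2.79), with one fit per sex (-2.8) and without animal 1 (-2.82), 3 (-2.72), 4 (-2.71) or 6 (-2.86), again with little or no move toward the paper's value. With the labels of male 1 exchanged, chosen after seeing the values, this transcript was at -2.67.

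Some transcripts that Table S1 lists as changed passed no call here. In females these were *wg*, *arrestin 2*, *C15*, *rough* and XM_023051322.1 for LatP with MP, *Sp8*, *atonal* (XM_023063962.1), *mab-21* (XM_023052984.1), *drumstick* and the *otd* transcript OTX1 B-like for LatA with LatP, and *wg*, *fz4* and *drumstick* for MA with MP. In males they were *black match* for LatP with MP, and *wg*, *fz4*, *Sp8*, *drumstick* and *cubitus interruptus* isoform X3 for MA with MP. DESeq2 called all of them, with and without a prior, and the loosest thresholds called all but *wg* for MA with MP in females. One fit per sex called *wg* in all 3 cases, *fz4* in males, *Sp8* and *drumstick* for MA with MP in each listed sex, and *Sp8* and *atonal* for LatA with LatP in females. The replicate block called *Sp8*, *atonal* and *mab-21* for LatA with LatP in females, and summed transcripts of a gene called *fz4* in males. Leaving out animal 1 called *Sp8* in males and *atonal* in females, and leaving out animal 3 called *mab-21* in females. Among the settings chosen after seeing the values, an adjusted p under 0.05 with an absolute log2FC over 2 called all but *wg* for MA with MP in females, the block with these thresholds all but that one and *cubitus interruptus*, DESeq2 with a prior on thinned libraries all but *black match*, and the exchanged labels of male 1 called *Sp8* for MA with MP in males.

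The paper states that females have more transcripts higher in LatP than in MP than males do. Here the order was the opposite, with 58 in males and 35 in females. It was that of the paper with DESeq2 with a prior (75 and 101), with DESeq2 without a prior (146 and 160) and, chosen after seeing the values, with the block at an adjusted p under 0.05 and an absolute log2FC over 2 (186 and 258) and with DESeq2 with a prior on thinned libraries (73 and 103). The paper lists XM_023046186.1 among the core transcripts of female MP. Here its mean was higher in female LatA (994 CPM) than in female MP (574 CPM), and it was not called between MA and MP (log2FC -2.46, adjusted p = 0.0229, lower in MA in 5 of 5 females).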

Other observations

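The tests of library depth on the first principal component and of the number of animals were chosen only after the results were seen.

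The 6 pieces of an animal lay together on the first principal component of all libraries. The mean score was 75.8 in female 3 and 68.1 in female 5, and between -35.1 and 24.8 in the other 9 animals. Depth was tested as an explanation by correlating the mean score of an animal with its mean library total, with r = 0.416 (permutation p = 0.197, n = 11), Spearman's rho of 0.464 (permutation p = 0.156) and r = 0.266 without the 2 animals farthest from the median. Depth of the libraries was thus not shown to be the reason. Labels of library batches were not used here, and the design gives no condition that separates these 2 females from the others, so no biological explanation was tested.

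Under the edgeR test more transcripts were higher in LatP than in MP in males (58) than in females (35). A candidate explanation is that there are 6 males and 5 females. With each male left out in turn the male count was 47, 52, 35, 38, 40 and 34, so it came nearer to the female count in all 6 fits and fell below it in 1. The number of animals could therefore account for part of the difference, and whether it accounts for all of it was not settled. Under DESeq2 with a prior the order was the reverse, with 75 in males and 101 in females. Deeper female libraries are not an explanation of that order for LatP, where the median total was 13218609 in females and 15152189 in males. Thinning gave 103 in females and 73 in males, but with these totals it could not have tested that explanation. The order of the sexes depends on the test used.

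Eye genes are frequent among the transcripts higher in LatP, and eye tissue left on some LatP pieces could be a source of them. The median left to right difference of 12 eye markers within an animal was 0.485 on the log2 scale, at percentile 96.9 of 10000 random lists of similar expression, of which 95% lay between 0.159 and 0.501. The value lay inside the range set for the test beforehand. Eye markers vary together and random lists do not, so a larger difference than in random lists can arise with or without residue, and this test cannot separate residue from a difference in the expression of eye genes. Single animals had unlike sides, with a mean log2 expression of the markers of 3.53 on the left and 2.08 on the right in male 5. The pattern cannot be told apart from uneven residue of eye tissue. An even residue on all LatP pieces would not change the difference between sides and was not tested.

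Muscle genes were among the transcripts higher in male MP. The mean log2 expression of the 5 muscle markers ranged from 2.54 to 6.56 between the 6 male MP pieces, and the SD of 1.83 was beyond all random lists. In the female MP pieces it was 4.22, 2.15, 5.29, 6.68 and 5.37, so raised values in MP were not confined to males. Because muscle genes vary together, this cannot tell uneven residue of muscle from a difference in their expression between animals.

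Other splits of the same libraries were counted for each contrast of regions. Exchanging the region labels within animals gave as many calls as the real split, the real one included, in 1 of 100 splits for male LatP with MP, 1 of 100 for female LatP with MP, 1 of 100 for male LatA with LatP, 1 of 100 for female LatA with LatP and 1 of 32 for male MA with MP. The most calls in any other split of these contrasts was 1. For female MA with MP, with 4 calls, it was 1 of 16. This is the smallest share that 16 splits can give, so it could not have fallen under 5%. The other splits gave 0 calls, and the number at an unadjusted p under 0.05 was 1069, against a median of 306 in the other splits. Between LatA and MA no transcript was called, and all 100 of 100 splits gave as many in each sex. The number at an unadjusted p under 0.05 was 625 in males, as large in 10 of 100 splits, and 451 in females, as large in 19 of 100. Between left and right pieces no transcript was called. The number at an unadjusted p under 0.05 was as large in 19 of 32 splits for male LatA (267 transcripts), in 3 of 32 for male LatP (319), in 4 of 16 for female LatA (312) and in 3 of 16 for female LatP (254). By this fit the differences between sides cannot be told apart from a random assignment of sides. The fit leaves out the correlation between pieces of one animal, and these splits were not fitted with the replicate block.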
